# AP-1^cFos/JunB^/miR-200a regulate the pro-regenerative glial cell response during axolotl spinal cord regeneration

**DOI:** 10.1038/s42003-019-0335-4

**Published:** 2019-03-06

**Authors:** Keith Z. Sabin, Peng Jiang, Micah D. Gearhart, Ron Stewart, Karen Echeverri

## Abstract

Salamanders have the remarkable ability to functionally regenerate after spinal cord transection. In response to injury, GFAP^+^ glial cells in the axolotl spinal cord proliferate and migrate to replace the missing neural tube and create a permissive environment for axon regeneration. Molecular pathways that regulate the pro-regenerative axolotl glial cell response are poorly understood. Here we show axolotl glial cells up-regulate AP-1^cFos/JunB^ after injury, which promotes a pro-regenerative glial cell response. Injury induced upregulation of miR-200a in glial cells supresses *c-Jun* expression in these cells. Inhibition of miR-200a during regeneration causes defects in axonal regrowth and transcriptomic analysis revealed that miR-200a inhibition leads to differential regulation of genes involved with reactive gliosis, the glial scar, extracellular matrix remodeling and axon guidance. This work identifies a unique role for miR-200a in inhibiting reactive gliosis in axolotl glial cells during spinal cord regeneration.

## Abstract (web summary)

Keith Sabin et al. showed that upregulation of the AP-1 complex, composed of c-Fos and JunB, in the axolotl spinal cord promotes a pro-regenerative glial cell response. This response is impaired by inhibition of miR-200a; suggesting an important role for this microRNA in axolotl spinal cord regeneration.

## Introduction

Salamanders have retained the remarkable ability to functionally regenerate after spinal cord injury (SCI)^1–9^. In response to SCI, glial fibrillary acidic protein (GFAP)^+^ glial cells proliferate and migrate through the lesion to create a permissive environment for axon regeneration^9–12^. This is in stark contrast to the mammalian response to SCI where damaged astrocytes undergo reactive gliosis and contribute to the glial scar by secreting axon growth inhibitory proteins like chondroitin sulfate proteoglycans (CSPGs) and collagens^13–16^. The glial scar is a complex subject, it has been shown to be beneficial by preventing more damage to the spinal cord but it also expresses proteins that are inhibitory to axon regeneration^16^. Many different vertebrate animals, in addition to salamanders; have the ability to regenerate a functional spinal cord after injury, including lamprey, xenopus and zebrafish. Common to all these animals is that regeneration occurs in the absence of reactive gliosis and glial scar formation^10–12,17^. The molecular pathways that promote functional spinal cord regeneration without glial scar formation are poorly understood.

Recent advances in molecular genetics and transcriptional profiling techniques are beginning to elucidate the molecular and cellular responses necessary for functional spinal cord regeneration. Lampreys, which represent the most basal vertebrate ancestor that diverged from a shared common ancestor to humans more than 560 million years ago, can regenerate locomotive function within 12 weeks of a full spinal cord transection. After SCI in lamprey resident GFAP^+^ astrocytes elongate and form a glial bridge that facilitates axons to regenerate through the lesion^18–26^. This is reminiscent of the injury-induced glial bridge formed by GFAP^+^ glial cells in zebrafish spinal cord, which is similarly necessary for axon regeneration^27,28^. Xenopus display robust functional spinal cord regeneration in the larval stages by activating the GFAP^+^/Sox2^+^ glial cells to divide, migrate, and repair the lesion which allows axons to regenerate. However the tadpoles ability to regenerate is lost after metamorphoses into an adult frog^29–41^. Similar events occur in axolotl, GFAP + /Sox2 + cells adjacent to the injury site are activated in response to injury and will migrate to repair the lesion, however axolotls can regenerate throughout life^4,7–10,42^. In axolotls an injury to the spinal cord is fully repaired, rostral and caudal sides of the spinal cord reconnect but there is no glial bridge structure formed as is seen in zebrafish^43^. A common theme in these species is the absence of reactive gliosis and the lack of a glial scar. To facilitate functional recovery these remarkable animals activate glial cells to regenerate the ependymal tube or form a glial bridge both of which act as a highway to guide axon regeneration through the lesion site.

In contrast mammalian glial cells; often referred to as astrocytes; undergo a process of reactive gliosis in response to injury. Historically, reactive astrocytes were characterized as highly proliferative, hypertrophic cells that express high levels of GFAP. Advances in lineage tracing and transcriptomic profiling approaches have revealed a much higher degree of heterogeneity among reactive astrocytes^44,45^. Recent publications suggest that reactive astrocytes and components of glial scar are beneficial for mitigating the inflammatory response, resulting in less neuronal death early after injury^46–48^. However, the chronic persistence of the glial scar remains a major barrier to axon regeneration. Despite the high degree of heterogeneity across reactive astrocytes, several injury models have identified a critical role for the transcriptional complex AP-1 in promoting reactive gliosis by activating the GFAP promoter and other downstream pathways leading to glial scar formation^49–54^.

AP-1 is commonly formed as a heterodimeric complex of FOS and JUN proteins capable of regulating the expression of various genes involved with cell cycle, extracellular matrix remodeling and cell migration^55–58^. Research from several labs has shown that while Jun family members can homodimerize; c-Fos is an obligate heterodimer^59–62^. The identity of AP-1 target genes and the ability of AP-1 to transcriptionally activate or repress target genes is partially dependent on the combination of FOS and JUN proteins that comprise the AP-1 dimer^57,63–65^. Interestingly, after CNS injury in mammals both c-Fos and c-Jun are upregulated in reactive astrocytes and function to promote reactive gliosis and glial scar formation^49–51,66^. After SCI, axolotl glial cells upregulate expression of c-Fos, Fos protein is found in cells adjacent to the injury site for 1 day post injury. Inhibition of c-Fos expression leads to defects in spinal cord regeneration^11^. Additionally, inhibition of Jun N-terminal kinase (JNK) blocks spinal cord regeneration in axolotl^11^. Unlike mammals, these results highlight an important, pro-regenerative role for AP-1 during axolotl spinal cord regeneration. However in axolotl the identity of the c-Fos binding partner was unknown.

Here we identify that axolotl glial cells express a non-canonical AP-1^cFos/JunB^ after SCI. Axolotl glial cells up-regulate miR-200a expression, which directly represses c-Jun expression during spinal cord regeneration, thereby blocking the formation of AP-1^cFos/cJun^. Furthermore, chronic overexpression of AP-1^cFos/cJun^ in axolotl glial cells leads to defects in axon regeneration. Specific inhibition of miR-200a in axolotl glial cells partially phenocopied AP-1^cFos/cJun^ overexpression leading to defects in axon regeneration. Transcriptomic profiling of control or miR-200a inhibitor electroporated spinal cords identified differential expression of genes indicative of reactive gliosis and glial scar formation. Our data support a role for the non-canonical AP-1^cFos/JunB^ in promoting the pro-regenerative glial cell response necessary for spinal cord regeneration in axolotl.

## Results

### Glial cells up-regulate the non-canonical AP-1^cFos/JunB^

We have previously shown that the transcription factor c-Fos is upregulated in GFAP^+^ glial cells in axolotl 1 day post SCI and is necessary for glial cell division after injury^11^. However, c-Fos functions as an obligate heterodimer but the identity of the c-Fos-binding partner in axolotl glial cells was unknown^11^. To determine if the canonical AP-1^cFos/cJun^ is expressed in axolotl glial cells, we performed immunofluorescent staining for c-Jun at 1 day post injury in axolotl spinal cords. This analysis revealed that c-Jun is not upregulated in GFAP^+^ glial cells after injury but is strongly expressed in NeuN^+^ neurons (Fig. 1a). This suggests that axolotl glial cells do not up-regulate the canonical AP-1^cFos/cJun^ after injury but instead must up-regulate a different JUN family member.

**Fig. 1:**
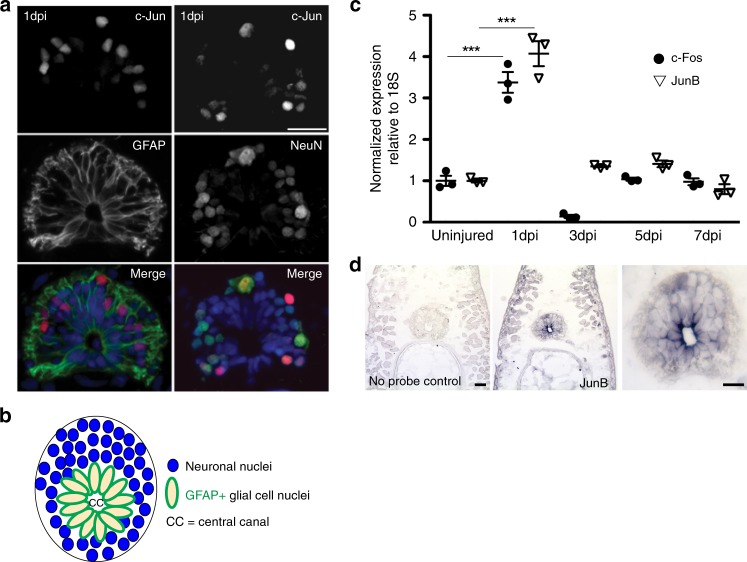
Axolotl glial cells express AP-1^cFos/JunB^ after spinal cord injury. **a** Immunohistochemical analysis of regenerating spinal cords at 1 day post injury shows only NeuN^+^ neurons express c-Jun. GFAP^+^ glial cells are negative for c-Jun expression (*n* = 5) Scale bars = 50 μm. **b** Schematic diagram of the structure of the axolotl spinal cord, neuronal cell bodies that surround the glial cells are shown in blue, glial cells line the central canal (CC), they have a large nucleus and express GFAP on the membrane (green). **c** qRT-PCR profiling shows upregulation of c-Fos and JunB during axolotl spinal cord regeneration (*n* = 3). **d** In situ hybridization confirms JunB expression in glial cells at 1 day post injury, higher magnification image of panel **d**, showing JunB transcript in the oval-shaped glial cells that line the central canal (*n* = 5) Scale bars = 50 μm. ***p ≤ 0.001. Error bars represent ± S.T.D

To discover putative c-Fos-binding partners, we mined previously published transcriptional profiling data of axolotl spinal cord regeneration^11^. This approach identified JunB as a potential c-Fos-binding partner due to its similar transcriptional dynamics after SCI. Subsequent qRT-PCR confirmed that *JunB* is upregulated after SCI, which mirrors the expression dynamics of *c-Fos* (Fig. 1c). In situ hybridization confirmed that *JunB* is expressed in glial cells, which line the central canal at 1 day post injury, these cells are easily identifiable due to their oval shape and position (Fig. 1b schematic, 1d JunB staining). Finally, to confirm that axolotl c-Fos and JunB interact biochemically we utilized the biotin based BioID system^67^. Axolotl JunB-BioID showed robust c-Fos pull down, confirming their specific biochemical interaction (Supplementary Figure 1A). Taken together, these results support our hypothesis that after SCI, axolotl glial cells primarily form the non-canonical AP-1^cFos/JunB^ heterodimer.

### Differential activity of AP-1 complexes at the GFAP promoter

After SCI in mammals, damaged mammalian astrocytes become reactive, upregulate *GFAP* expression and contribute to glial scar formation^15,16^. Previous work in axolotl suggests that after spinal cord injury GFAP^+^ glial cells in fact downregulate many intermediate filament proteins including GFAP^68^. We used qRT-PCR to assay *GFAP* expression during axolotl spinal cord regeneration and confirmed that in our transection model GFAP levels are downregulated after injury (Fig. 2a). These results suggest that axolotl glial cells undergo a fundamentally different molecular response to injury than mammalian astrocytes. Interestingly, AP-1^cFos/cJun^ directly regulates *GFAP* expression during reactive gliosis in mammals^51^. Therefore, we wanted to test if a different composition of the AP-1 complex can lead to differential GFAP promoter activity.

**Fig. 2:**
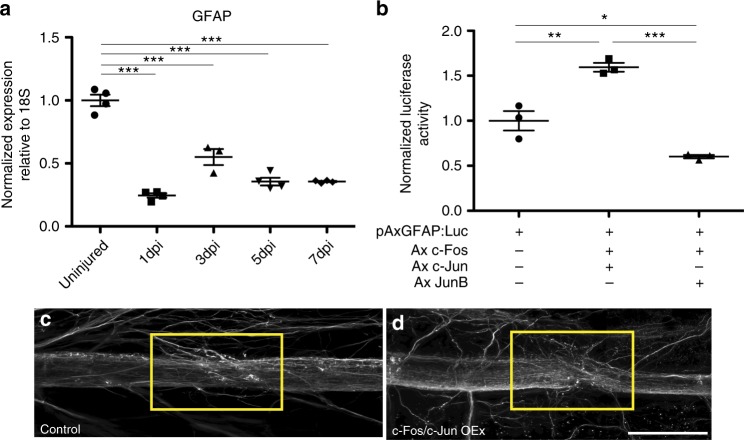
AP-1^cFos/JunB^ differentially regulates GFAP expression. **a** qRT-PCR data showing down regulation of *GFAP* throughout the time course of spinal cord regeneration (*n* = 4). **b** Luciferase reporter experiments carried out in a neural progenitor cell line, B35 cells, show different activation levels of the axolotl GFAP promoter depending on the AP-1 complex present. Axolotl AP-1^cFos/JunB^ represses the axolotl GFAP promoter, while AP-1^cFos/cJun^ activates the GFAP promoter (*n* = 3). **c**, **d** Whole mount antibody staining of β-III tubulin, overexpression of axolotl AP-1^cFos/cJun^ inhibits axon regeneration at 7 days post injury (**d**) compared to control injured animals (**c**). Yellow box indicates the area of injury (control *n* = 11, AP-1^cFos/cJun^ OE *n* = 13). *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001. Error bars represent ± S.T.D. Scale bar = 75 μm

We cloned a fragment of axolotl GFAP promoter, that is the equivalent region of the human promoter which is sufficient to drive GFP expression specifically in axolotl glial cells^11,69^. We cloned this axolotl GFAP promoter upstream of a luciferase reporter and co-transfected neural progenitor cells with axolotl AP-1^cFos/cJun^ or axolotl AP-1^cFos/JunB^. As expected, the canonical AP-1^cFos/cJun^ is a strong transcriptional activator of the GFAP promoter (Fig. 2b). Interestingly as we hypothesized AP-1^cFos/JunB^, actively repressed the axolotl GFAP promoter in the luciferase assay (Fig. 2b). Taken together, these results suggest that non-canonical AP-1^cFos/JunB^ may function to mitigate reactive gliosis and glial scar formation in axolotl glial.

Finally, we wanted to determine if chronic over expression of AP-1^cFos/cJun^ in axolotl glial cells is sufficient to affect axolotl spinal cord regeneration. Electroporation was used to introduce GFP-tagged c-Fos and c-Jun overexpression constructs into the glial cells of the spinal cord^70^. After 24 h, animals were screened for GFP^+^ glial cells and animals with > 70% labeled glial cells were selected for SCI. The animals were harvested 7 days post injury, a time point at which axons have regenerated though the lesion^10,11^, and the extent of axon regeneration was examined by whole mount immunofluoresence for β-III tubulin. In control spinal cords, the β-III tubulin^+^ axons had regenerated through the lesion as indicated by the yellow rectangle (Fig. 2c). Conversely, when AP-1^cFos/cJun^ was overexpressed in the glial cells, this lead to defective axon regeneration, some axons sprouted randomly and did not grow directly through the lesion site, as indicated by the yellow box (Fig. 2d). This phenotype could be indicative of an overall growth repulsive environment^10^ that may be reminiscent of the mammalian glial scar. The phenotype observed is not a complete inhibition of axonal regeneration and could be due to a competition between the endogenous JunB and the overexpressed c-Jun for binding to the endogenous c-Fos. This would result in some glial cells being led to a pro-regenerative fate while others are directed towards a less regenerative direction due to the presence of the c-Fos:c-Jun heterodimer.

### miR-200a represses c-Jun expression in axolotl glial cells

Our previous work showed that c-Jun is highly upregulated in NeuN^+^ neurons and in dorsal root ganglia close to the injury site but is not upregulated after injury in glial cells (Fig. 1a)^42^. Work from our lab and many others have shown that dynamic regulation of target gene expression by microRNAs (miRNA) is critical for functional tissue regeneration^10,71–76^. Therefore, we wanted to test the hypothesis that axolotl glial cells repress c-Jun expression via a miRNA mediated mechanism. Analysis of the c-Jun 3’ untranslated region (UTR) using TargetScan identified a conserved miR-200 seed sequence across many species, including axolotl. While miR-200 family members are known to play a pivotal role during neurodevelopment^77^, little is known about their function during regeneration.

A time course analysis revealed that miR-200a is expressed at homeostatic levels in the uninjured spinal cord and is significantly upregulated at 3 days post injury (Fig. 3a). In situ hybridization confirmed that miR-200a is specifically expressed in glial cells during axolotl spinal cord regeneration (Fig. 3b), panel 3b shows a higher magnification image of the spinal cord, miR-200a is expressed in the oval glial cells lining the central canal. To determine whether miR-200a function is necessary for functional spinal cord regeneration we injected and electroporated spinal cords with a commercially available chemically synthesized miR-200a inhibitor that knocked down miR-200a levels but did not affect a closely related family member, miR-200b (Fig. 3c, d). Whole mount β-III tubulin staining revealed miR-200a inhibition resulted in a complete failure of axons to regenerate through the lesion by 7 days post injury compared to controls (Fig. 3e, f). Furthermore, axons were observed sprouting from the spinal cord both rostral and caudal to the lesion, similar to regeneration defects observed with AP-1^cFos/cJun^ over expression (Fig. 2d). Histological analysis of the control versus inhibitor treated animals also revealed a failure of the rostral and caudal sides of the spinal cord to reconnect (Supplementary Figure 2). This failure of reconnection, which is necessary to facilitate growth of axons through the lesion site may be due to perturbation in proliferation of the GFAP^+^ glial cells after injury. Proliferation of the glial cells 500 µm rostral and caudal to the injury site was quantified by counting the number of GFAP^+^/EdU^+^ cells at 4 days post injury. This analysis revealed that even in the uninjured spinal cord there is a small population of proliferative glial cells (Fig. 4a, d) which significantly increased by 4 days post injury in control spinal cords (Fig. 4b, d) Inhibition of miR-200a led to a significant decrease in proliferation of glial cells after injury (Fig. 4c, d). In axolotl it is known that reconnection of the rostral and caudal sides of the neural tube is necessary for the axons to regrow through the injury site^2,8,9,42^.

**Fig. 3:**
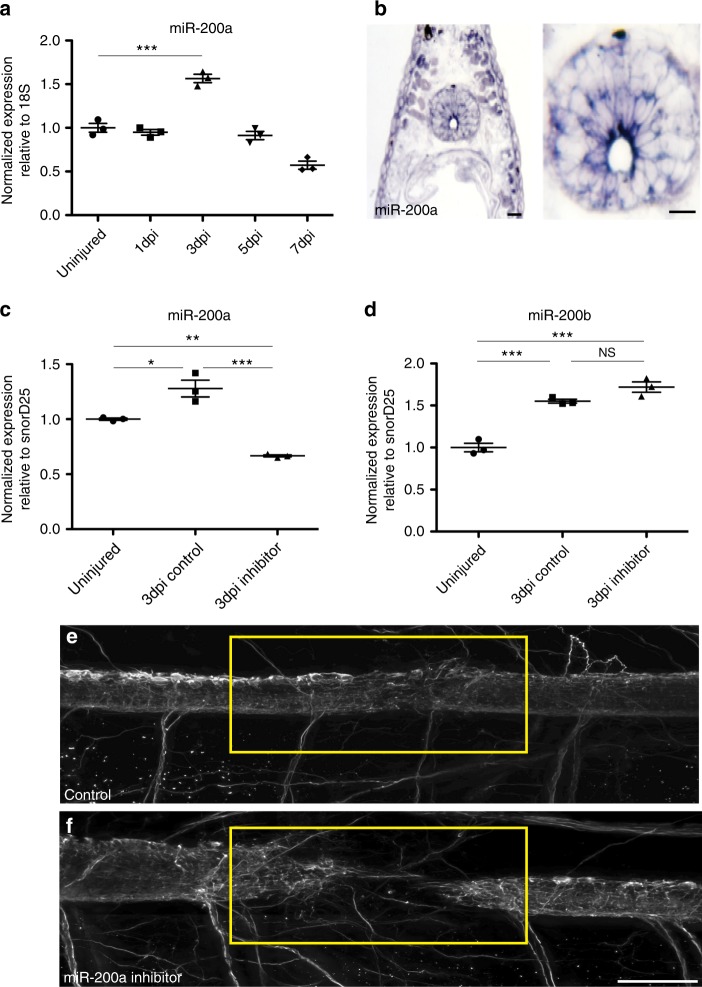
Upregulation of miR-200a in glial cells after spinal cord injury is required for spinal cord regeneration. **a** qRT-PCR analysis shows that miR-200a is upregulated at 3 days post injury (*n* = 3). **b** In situ hybridization confirms miR-200a expression specifically in glial cells at 3 days post injury in the regenerating spinal cord. The adjacent panel is a higher magnification of just the spinal cord from panel **b**, showing miR-200a expression in the oval shaped glial cells that line the central canal (*n* = 6). Scale Bar = 50 μm. **c** qRT-PCR analysis confirms knockdown of miR-200a after spinal cords were injected with a miR-200a inhibitor (*n* = 3). **d** miR-200a inhibition does not affect miR-200b levels (*n* = 3). **e** Whole mount β-III tubulin staining at 7 days post injury in control animals shows regeneration of axons through the lesion. **f** Inhibition of miR-200a results in defects in axon regeneration through the injury site in comparison to control animals. Yellow box indicates the injury site, (controls *n* = 33, miR-200a inhibitor *n* = 35). *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, N.S. is not significant. Error bars represent ± S.T.D. Scale Bar = 75 μm

**Fig. 4:**
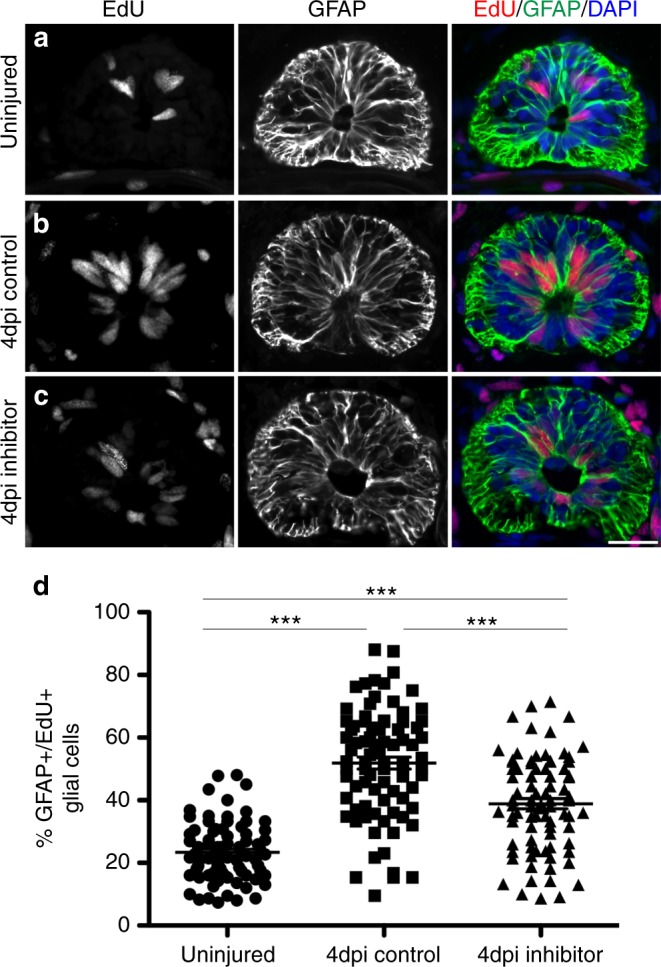
Inhibition of miR-200a leads to decreased glial cell proliferation after injury. EdU incorporation experiments revealed a homeostatic level of proliferative GFAP^+^ glial cells in the spinal cord. **a** Homeostatic levels of cell proliferation in uninjured spinal cord; **b** proliferation of GFAP^+^ cells increases 4 days post injury. **c** Inhibition of miR-200a results in a significant decrease in the percent of proliferative GFAP^+^ glial cells at 4 days post injury. Scale bar = 50 μm. **d** Quantification of the percent of EdU^+^/GFAP^+^ glial cells in uninjured, 4dpi control and 4dpi inhibitor spinal cords (*n* = 8). ***p ≤ 0.001. Error bars represent ± S.T.D. Scale Bar = 75 μm

To determine whether c-Jun expression is affected by miR-200a inhibition we assayed for changes in c-Jun transcript abundance with qRT-PCR at 3 days post injury, the time point miR-200a is most highly expressed (Fig. 3a), and found an increase in c-Jun expression compared to control and uninjured spinal cords (Fig. 5a). In addition inhibition of miR-200a in an uninjured spinal cord also causes a significant increase in c-Jun expression **(**Supplementary Figure 1B). Interestingly, subsequent analysis showed that miR-200a inhibition specifically lead to an upregulation of c-Jun protein in GFAP^+^ glial cells (Fig. 5b). A small but insignificant number of GFAP^+^ glial cells express a low level of c-Jun (Fig. 5b, c), however, after inhibition of miR-200a there is a significant increase in the number of GFAP^+^ cells that express c-Jun at the protein level **(**Fig. 5b, c). Luciferase reporter experiments confirmed that the axolotl c-Jun 3′-UTR is directly targeted by miR-200a (Fig. 5d) and mutation of the miR-200a seed sequence alleviates that repression (Fig. 5d). Collectively, these experiments confirm that miR-200a represses c-Jun expression in GFAP^+^ glial cells.

**Fig. 5:**
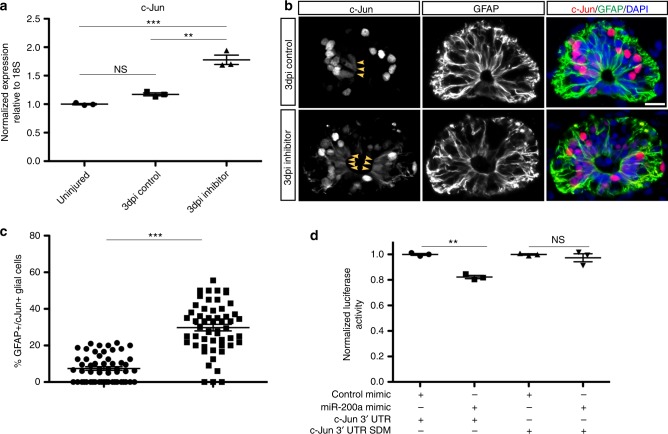
miR-200a directly represses c-Jun expression in GFAP^+^ glial cells during spinal cord regeneration in vivo. **a** qRT-PCR analysis of c-Jun levels after spinal cord injury shows that miR-200a inhibition leads to a significant increase in *c-Jun* expression (*n* = 3). **b** Antibody staining of GFAP and c-Jun in axolotl spinal cord sections. Inhibition of miR-200a leads to increased expression of c-Jun in GFAP^+^ glial cells, panel **b** bottom row (*n* = 8). Scale Bar = 50 μm. **c** Quantification of the percent of c-Jun^+^/GFAP^+^ glial cells after inhibition of miR-200a. **d** miR-200a functionally targets the 3’UTR of c-Jun, co-transfection of a miR-200a mimic and a luciferase reporter containing the axolotl c-Jun 3’ UTR confirms that miR-200a actively represses c-Jun. Mutation of the miR-200a seed sequence in the axolotl c-Jun 3’ UTR alleviates that repression (**d**), (*n* = 3). **p ≤ 0.01, ***p ≤ 0.001. Error bars represent ± S.T.D. In **b** arrowheads indicate the Jun^+^/GFAP^+^ glial cells, N.S. not significant

### miR-200a inhibition affects glial scar related genes

MicroRNAs are able to regulate expression of dozens, if not hundreds, of genes in multiple pathways to precisely coordinate various cellular processes^78^. To gain a more comprehensive picture of the role of miR-200a in regulating the pro-regenerative glial cell response during axolotl spinal cord regeneration we performed RNA sequencing analysis. 

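Transcript levels were measured by RNA sequencing in axolotl spinal cord from uninjured animals and from animals 4 days after injury. The injured animals had received a control inhibitor or a miR-200a inhibitor, an oligonucleotide that blocks this microRNA, by injection into the central canal and electroporation on the day of injury and again before collection. The cord around the lesion was microdissected and total RNA was extracted with TRIzol. The paper's methods give 6 pooled spinal cords per sample from animals of 3 to 5 cm, whereas the sample labels give 10 pooled animals of 2 to 3 cm. Values for 12 libraries were analysed, 3 in each of 4 groups: uninjured, control inhibitor at 4 days post injury (4 dpi), miR-200a inhibitor at 4 dpi, and miR-200a inhibitor without injury. The uninjured inhibitor group is named in the sample labels but not in the paper's RNA sequencing methods. The 4 dpi control libraries are numbered 1, 5 and 6, the uninjured libraries 1 and 5 with 1 left unnumbered, and the libraries of both inhibitor groups 5, 6 and 7. The authors assembled the reads of all samples with Trinity, assigned contigs to human proteins by their best BLASTX hit, aligned reads with Bowtie and estimated expected counts with RSEM. Counts of contigs that share a human gene symbol were summed, so axolotl paralogs with the same best hit are held in 1 value. The values in hand are TPM, relative abundances corrected for contig length, for 15091 human gene symbols. They sum to 1000000 in each library. Sequencing depth is therefore unknown, and no counting error is given for any value. Levels are given as mean TPM ± SD over n = 3 libraries. Groups were compared with limma on log2(TPM + 0.1) for the 13824 genes with a mean of at least 1 TPM, and an adjusted p under 0.05 (Benjamini-Hochberg, two-sided) was taken as a change. For genes listed at 0 in some libraries of a group, the size of the log2 fold change depends on the 0.1 TPM added. TPM values are relative, and the median log2 fold change of all genes tested was not 0. It was -0.08 for 4 dpi control against uninjured, -0.81 for 4 dpi inhibitor against uninjured, -0.69 for 4 dpi inhibitor against 4 dpi control and -1.10 for uninjured inhibitor against uninjured. After TPM were divided by a median-of-ratios factor per library, these medians were -0.05, -0.14, -0.07 and -0.17. Both libraries numbered 1 stood apart from the other 10. Their 50 most abundant genes held 17.3% (uninjured) and 19.5% (4 dpi control) of TPM against 22.3% to 32.9% elsewhere. On the principal component that held 55.5% of the variance they lay at -159 and -123, whereas the other uninjured and control libraries lay at -57.7 to -9.68 and the inhibitor libraries at 32.0 to 145.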

Uninjured, control and miR-200a inhibitor electroporated spinal cords were isolated at 4 days post injury, one day after peak miR-200a upregulation and processed for RNA sequencing (Fig. 3a).

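By 4 dpi, control spinal cords held far more transcripts of phagocytes and granulocytes than uninjured cords. LYZ, which encodes the lysozyme of granulocytes and macrophages, rose from 84.98 ± 6.17 to 859 ± 82.2 TPM (SD, n = 3 libraries per group). CYBB, a subunit of the phagocyte NADPH oxidase, rose from 13.5 ± 2.83 to 102 ± 11.4 TPM, and CTSB, the lysosomal protease cathepsin B, from 427 ± 16.8 to 1235 ± 136 TPM. LGALS1, which encodes the glycan-binding protein galectin-1, rose from 204 ± 127 to 1079 ± 139 TPM, and HMOX1, the heme-degrading enzyme heme oxygenase, from 13.2 ± 5.86 to 160 ± 72.4 TPM. The control cords had been injected and electroporated as well as injured, and the labels do not say whether the uninjured cords were. Injury therefore cannot be told apart from that procedure here. In uninjured cords with the miR-200a inhibitor, LYZ was at 682 ± 59.5 TPM and LGALS1 at 1852 ± 205 TPM. Of the 13824 genes tested, 119 rose and 6 fell (limma). With median-of-ratios scaling 126 rose and 9 fell, among them 100 and 4 of the same genes. Of 29 measured genes of microglia and macrophages, 14 rose and 0 fell (20 rose when adjusted over the list alone), with a median log2 fold change of 2.23. As a set these genes ranked above all others (camera, adjusted p = 3.61e-30, and adjusted p = 0.0484 with an estimated correlation). Besides CYBB and CTSB, they included LCP1, an actin-bundling protein of leukocytes (log2 fold change 2.72), TYROBP, an adaptor of microglial receptors (2.46), and the mannose receptor MRC1 (2.80). Of 11 granulocyte genes, LYZ, the interleukin-8 receptor CXCR1 and PRG2 rose and 0 fell (5 rose when adjusted over the list alone; camera, adjusted p = 3.795e-07, and adjusted p = 0.0112 with an estimated correlation). PRG2, the eosinophil granule major basic protein and 1 of the genes the study chose from these libraries, rose from 2.39 ± 4.13 to 26.4 ± 6.80 TPM (log2 fold change 5.95, with 2 of 3 uninjured libraries listed at 0). Other large increases included the myeloid receptor CLEC5A (5.46, also with 2 uninjured libraries at 0), the lipid carrier FABP1 (4.79), the dendritic cell lectin CD207 (4.77, with 1 at 0), the vitamin B12 carrier TCN1 (4.69), the lysosomal PLBD1 (4.62), the lectin CLEC4G (3.77) and the proton-sensing receptor GPR65 (3.58).

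**Figure D1:**
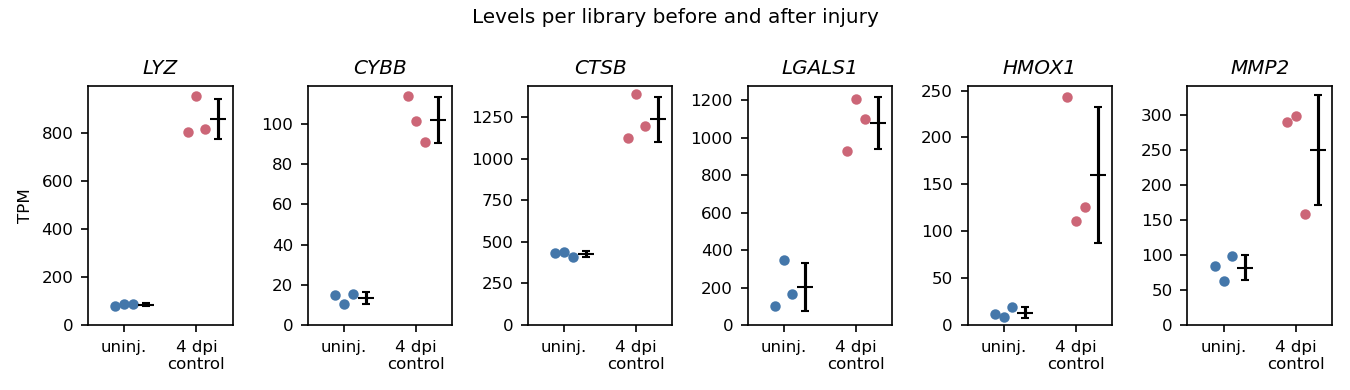
TPM of LYZ, CYBB, CTSB, LGALS1, HMOX1 and MMP2 in each uninjured and 4 dpi control library (points), with group means and SD (n = 3). The libraries of the 2 groups do not overlap for LYZ, which lies near 84.98 TPM before and 859 TPM after injury.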

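Among AP-1 transcription factor subunits, BATF3 and ATF3 rose (log2 fold changes 2.99 and 2.77) and the other 6 of 8 measured did not pass, as a set above other genes (camera, adjusted p = 0.000135, and adjusted p = 0.416 with an estimated correlation). JUNB was at 295 ± 89.6 TPM at 4 dpi and 141 ± 178 TPM in uninjured cords (1.84, adjusted p = 0.354), and FOS had a log2 fold change of 1.39 (adjusted p = 0.634). Of 26 genes of reactive astrocytes, LGALS1, the annexin partner S100A10 and the chemokine CXCL10 rose and 0 fell (9 rose and 1 fell when adjusted over the list alone; camera, adjusted p = 0.000198, and adjusted p = 0.261 with an estimated correlation). Other lists hold 5 of these 26 genes. The intermediate filament genes of glia moved apart without passing, NES at 1.14 (adjusted p = 0.0888) and GFAP at -1.11 (adjusted p = 0.506). Of 32 genes of extracellular matrix (ECM) remodeling, 3 of them chosen by the study, the gelatinase MMP2 rose from 81.8 ± 17.9 to 249 ± 78.6 TPM (6 rose when adjusted over the list alone; camera, adjusted p = 0.000135, and adjusted p = 0.506 with an estimated correlation). CXCL10 was the 1 of 13 cytokine genes that rose (5 when adjusted over the list alone; camera, adjusted p = 0.000178, and adjusted p = 0.181 with an estimated correlation). Of 13 erythroid genes 0 passed in limma, 7 were higher at an unadjusted p under 0.05 (camera, adjusted p = 0.000135, and adjusted p = 0.494 with an estimated correlation), and the globin gene HBA2 was at 1.61 (adjusted p = 0.0820). Neuron genes lay lower as a set (30 of 32 below 0, median -1.07; camera, adjusted p = 2.88e-05, and adjusted p = 0.661 with an estimated correlation), but 0 passed in limma and 4 were lower at an unadjusted p under 0.05. Uninjured replicate 1 held 1.81% of its TPM in these neuron genes, against a group mean of 0.896%, and without both libraries numbered 1 the median was -0.75. Skeletal muscle genes also lay lower (29 of 37 below 0, median -0.60; camera, adjusted p = 9.61e-05, and adjusted p = 0.661 with an estimated correlation), with 0 passing in limma and 6 lower at an unadjusted p under 0.05. Without both libraries numbered 1, 10 of them fell. Among neuron genes, RBFOX3, a nuclear marker of mature neurons, was at -1.81 (adjusted p = 0.327), the synaptic gene CPLX1 at -1.37 (adjusted p = 0.385) and STMN2 at -0.36 (adjusted p = 0.788), or 0.24 without uninjured replicate 1. The keratin gene KRT7, at 12.0 ± 8.76 TPM in uninjured cords, was listed at 0 in every 4 dpi control library. C1QTNF9 and C1QTNF2, which encode secreted proteins related to complement C1q, fell by 5.01 and 4.55 on the log2 scale, and the stress-induced SESN1 fell by 0.98. Of the 29 genes named for this comparison that passed, 18 did so whichever library was left out; those that did not include BATF3 (adjusted p = 0.0590 without control replicate 5, 0.0585 without 6), ATF3 (0.0858 without control replicate 6, 0.0562 without uninjured replicate 5), S100A10 (0.0676 without control replicate 5, 0.0858 without 6), CXCL10 (0.110 without control replicate 5, 0.125 without 6), MMP2 (0.0594 without control replicate 5), C1QTNF9 (0.0559 without control replicate 6), SESN1 (0.0551 without control replicate 5, 0.0743 without 6, 0.0823 without uninjured replicate 5) and PRG2, which failed in 9 of 12 such fits (up to 0.136, without control replicate 5). The count of 125 genes was 77 without control replicate 6, 83 without control replicate 5, 242 without control replicate 1, 283 without the unnumbered uninjured library and 291 without both libraries numbered 1.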

Analysis of the RNA sequencing data compared the expression profiles at 4 days post injury of control or miR-200a inhibitor treated spinal cords to uninjured spinal cords was carried out (Supplementary Data 1). From these comparisons genes that had fold change in expression greater than 2.0-fold and a significant *p*-value (*p* ≤ 0.05) in one or both comparisons were included in further analysis. This approach identified a cohort of genes that were differentially regulated at 4 days post injury after miR-200a inhibition (Fig. 6a, Supplementary Data 1). 

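Injured cords with the miR-200a inhibitor held more transcripts of CDK1 and LYZ and fewer of ALDH1A2, BTG2 and GFAP than injured cords with the control inhibitor. CDK1, the kinase that drives entry into mitosis, was at 333 ± 37.6 TPM with the miR-200a inhibitor and 130 ± 41.9 TPM with the control inhibitor (SD, n = 3 libraries each; log2 fold change 1.41, SE 0.279, adjusted p = 0.0429). LYZ was at 1753 ± 148 TPM with the miR-200a inhibitor and 859 ± 82.2 TPM with the control (1.03, adjusted p = 0.0429). ALDH1A2, which makes retinoic acid, fell from 26.0 ± 12.2 to 4.95 ± 1.05 TPM (-2.28, adjusted p = 0.0434), the antiproliferative gene BTG2 from 601 ± 77.5 to 277 ± 33.8 TPM (-1.11, adjusted p = 0.0466), and GFAP, the intermediate filament of glia, from 520 ± 271 to 106 ± 25.1 TPM (-2.20, adjusted p = 0.0491). In this direct comparison 87 genes rose and 441 fell (limma), and the median log2 fold change of all genes was -0.69. Large increases included ZPLD1, a membrane protein with a zona pellucida domain, from 30.9 ± 34.1 to 1027 ± 263 TPM, OTOS, which encodes otospiralin of the inner ear, from 25.7 ± 16.0 to 294 ± 122 TPM, and the lipid carrier APOD, from 8.94 ± 7.47 to 238 ± 73.0 TPM. The notochord transcription factor T (brachyury) rose by 3.17 on the log2 scale, the cartilage lectin CLEC3A by 3.19, the pattern recognition receptor CLEC4E by 1.92, the mitochondrial ribosome gene MRPL27 by 4.33, and C1QTNF9 and C1QTNF2 by 3.97 and 3.64. Large decreases included the lipoprotein gene APOA1 (-4.37), the interferon-induced OASL (-3.44), the myosin MYH13 (-2.58), the complement component C5 (-2.38) and the cell cycle arrest gene RPRM (-2.33). RPS27L, a p53-inducible relative of a ribosomal protein, was at 80.5 ± 77.8 TPM with the control inhibitor and listed at 0 in every library with the miR-200a inhibitor. It was at 0 in every uninjured inhibitor library too, and at 5.48, 2.28 and 1105 TPM in the uninjured libraries, so that its level varied widely within a group. With median-of-ratios scaling 0 genes passed in limma, 2558 had an unadjusted p under 0.05, and the smallest adjusted p among the named genes were 0.0502 for OTOS and 0.0549 for MRPL27. Of the 43 named genes that passed, 0 did so in every fit that left out 1 library: 0 genes of all tested passed without inhibitor replicate 5 or 7 (2896 and 2780 at an unadjusted p under 0.05) or without uninjured inhibitor replicate 5, 6 or 7 (4243, 4700 and 4620), 1 without control replicate 1 or 6, 150 without uninjured replicate 5, 849 without inhibitor replicate 6, 1439 without control replicate 5, 2010 without the unnumbered uninjured library and 2875 without uninjured replicate 1.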

A cohort of 462 genes were identified with a greater fold change in the miR-200a inhibitor samples. (δlog2FC > 1). 

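Genes whose change from the uninjured level was more positive with the miR-200a inhibitor included genes of granulocytes and of cartilage. The eosinophil granule genes PRG2 and PRG3 had log2 differences of 2.61 and 3.40 between the 2 responses, the cartilage matrix gene MATN3, listed at 0 in 2 of 3 control libraries, of 4.44, and MAD2L1, a spindle checkpoint protein, of 1.06. MAD2L1 passed the direct test between the inhibitors (adjusted p = 0.0499), and PRG2, PRG3 and MATN3 did not (adjusted p = 0.143, 0.0597 and 0.0592). The receptor CXCR1 of neutrophils stood at 3.12 above the uninjured level with the control inhibitor and at 4.12 with the miR-200a inhibitor, a difference that did not pass (adjusted p = 0.167). At an adjusted p under 0.1 in either or both comparisons with uninjured cords, the threshold of Supplementary Figure 3, 7272 genes were selected: 205 by the control response, 7261 by the inhibitor response and 194 by both. The minimum mean count of that figure cannot be applied to TPM, and a mean of at least 1 TPM was used instead. In 103 selected genes the inhibitor response exceeded the control response by more than 1 on the log2 scale, and 33 of them passed the direct test between the inhibitors. With median-of-ratios scaling there were 1036, which included 99 of the 103, and 0 of them passed the direct test. Among the 103 genes were 4 of 11 measured granulocyte genes, 3 of 19 cartilage and notochord genes, 2 of 39 cell cycle genes and 3 of 79 ribosomal protein genes, and the selected genes that were lower by more than 1 held 1, 1, 3 and 3 of these lists. After median-of-ratios scaling the 1036 held 64 ribosomal protein genes, 44 of 82 genes of oxidative phosphorylation and 7 of 29 microglia and macrophage genes. Without control replicate 5 the count of 103 was 170.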

While 153 genes were found to be downregulated in the miR-200a inhibitor treated samples (δlog2FC < -1) (Supplementary Figure 3). 

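Genes whose change from the uninjured level was more negative with the miR-200a inhibitor included many genes of neurons and of glia. The neurofilament NEFL had a log2 difference of -1.65 between the 2 responses, CPLX1, a regulator of transmitter release, of -1.68 and STMN2, a microtubule regulator of growing axons, of -1.30. Among glial genes, the transcription factors of the oligodendrocyte lineage OLIG1 and OLIG2 differed by -2.11 and -2.03, the glutamate transporter SLC1A3 by -1.88 and the neural progenitor factor SOX2 by -1.52. None of these 7 genes passed the direct test between the inhibitors (adjusted p from 0.0670 for SLC1A3 to 0.113 for OLIG2). In all, 2989 of the selected genes were lower by more than 1 on the log2 scale, and 369 of them passed the direct test. With median-of-ratios scaling there were 386, all among the 2989, and 0 of them passed the direct test. The 2989 held 18 of 32 neuron genes, 9 of 21 ependymoglial genes, 7 of 16 genes of oligodendrocytes and myelin, 13 of 45 axon guidance genes and 16 of 37 skeletal muscle genes. After median-of-ratios scaling these counts were 7, 3, 3, 3 and 4. 4 dpi control replicate 1 held high levels of neural transcripts, 1067 TPM of the neurofilament NEFM against 262 and 382 TPM in the other control libraries. Without that library 1281 genes were lower by more than 1, and without both libraries numbered 1 there were 1148.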

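The genes that the study grouped by function were compared between the 4 dpi inhibitor and 4 dpi control libraries. All 28 genes of Fig. 6a had the direction the figure shows, 12 higher and 16 lower, also with median-of-ratios scaling. In the higher group, the cartilage lectin CLEC3A rose from 3.39 ± 2.16 to 28.0 ± 8.02 TPM (SD, n = 3 libraries each; adjusted p = 0.0429, limma). In the lower group, the matrix metalloproteinase MMP2 fell from 249 ± 78.6 to 87.6 ± 3.86 TPM (-1.45, adjusted p = 0.0429) and the collagen cross-linking enzyme LOXL1 from 38.9 ± 22.1 to 10.7 ± 0.173 TPM (-1.71, adjusted p = 0.0458). The other 25 did not pass. Of genes linked to gliosis and inflammation, LGALS1 was at 2176 ± 170 TPM with the miR-200a inhibitor and 1079 ± 139 with the control (1.02, adjusted p = 0.0728), and the chemokine CCL3L3 was at 25.7 ± 16.6 and 10.2 ± 3.95 TPM (1.21, adjusted p = 0.130). The receptor TLR2, which senses microbial lipoproteins, had a log2 fold change of 0.54 (adjusted p = 0.193), TNFAIP8 of 0.61 (adjusted p = 0.237) and TNFAIP2 of -0.50 (adjusted p = 0.431; 0.14 with median-of-ratios scaling). The matrix proteoglycan DCN was at 583 ± 44.4 and 277 ± 24.6 TPM, with no overlap between the libraries (1.07, adjusted p = 0.190), whereas the neural proteoglycans BCAN and CSPG5 had log2 fold changes of -2.04 and -1.76 (adjusted p = 0.0950 and 0.0915). The integrin-binding proteins ITGB1BP1 and ITGB3BP were at 0.64 and 0.89, and the cell adhesion and matrix genes FN1, ITGBL1, CD151 and HYAL4 at -1.34, -1.91, -1.69 and -1.64. Genes of axons and their growth had some of the largest decreases in value: NEFH -2.57, NEFM -2.00, CNTN1 -1.95, ADAM23 -1.90, CHL1 -1.80 and CLSTN1 -1.79 (adjusted p from 0.0663 for NEFM to 0.265 for CLSTN1). The high levels of these neural genes in 4 dpi control replicate 1, 179 TPM of NEFH against 20.6 and 25.4 in the other controls, widened their spread. Without both libraries numbered 1, NEFM was at -1.41, BCAN at -1.15, CHL1 at -0.83 and CLSTN1 at -0.73. The libraries of the 2 groups did not overlap for 9 of the 12 higher and 14 of the 16 lower genes, and adjusted over the 28 genes alone 5 and 10 passed. Neither these counts nor the match in direction with the figure is independent evidence, because the study chose the genes on these libraries. Chance gives 10% without overlap in either direction for genes not chosen on them. The number that passed of all 28 and TNFAIP2 was 15 without uninjured replicate 1, 8 without control replicate 5 or the unnumbered uninjured library, and 0 without control replicate 1 or 6, inhibitor replicate 5 or 7, or any 1 uninjured inhibitor library (12 to 20 at an unadjusted p under 0.05). With median-of-ratios scaling 0 passed, and 20 had an unadjusted p under 0.05.

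**Figure D2:**
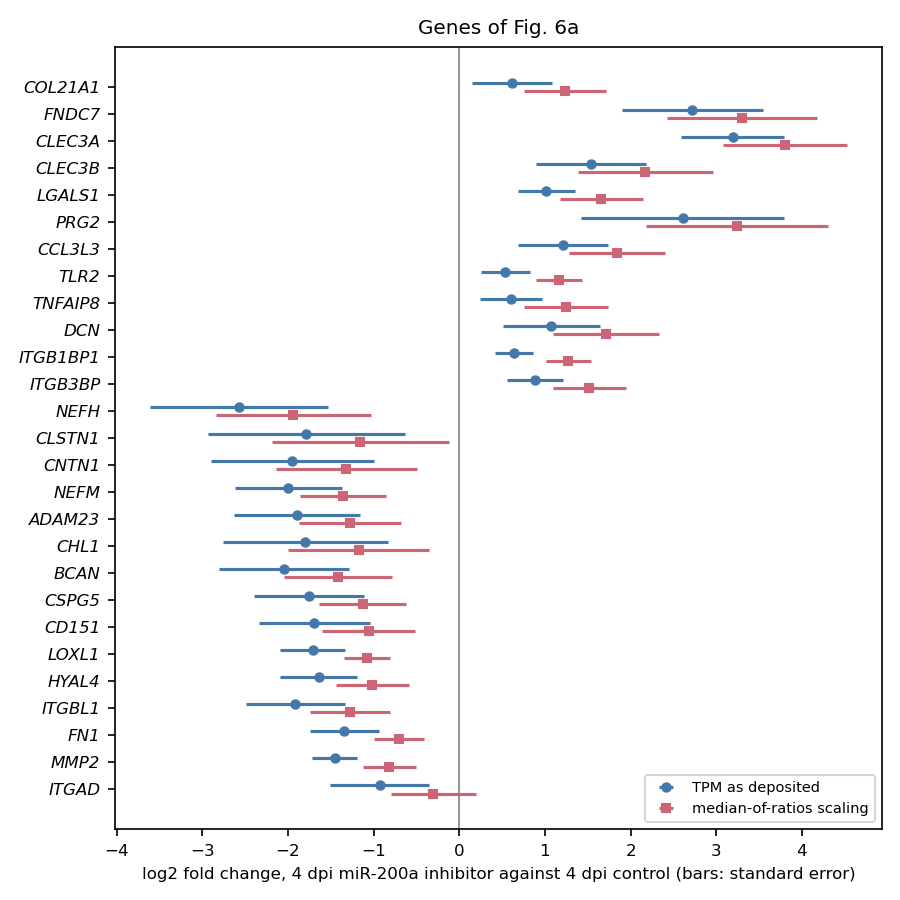
Log2 fold change (± SE) between 4 dpi inhibitor and 4 dpi control libraries for 27 genes of Fig. 6a, from TPM as given and after median-of-ratios scaling. The 12 higher genes lie above 0 and the 15 lower genes below 0 in both.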

From research in mammals a subset of these genes (Fig. 6) are known to be involved with reactive gliosis and glial scar formation (LGALS1, DCN, BCAN, TLR2, CSPG5) and have functions related to extracellular matrix (COL21A1, CNTN1, FN1) and ECM remodeling (ADAM23, LOXL1, HYAL4, MMP2, SERPINE1) as well as cell migration (ITGBL1, ITGAD, CD151 ITGB1BP1, ITGB3BP), axon migration (CHL1, CLSTN1, NEFM/H) and inflammation (TLR2, CCL3L3, TNFAIP2)^79–87^. These data collectively suggest that miR-200a inhibition is sufficient to disrupt expression of genes involved with multiple cellular processes necessary for regeneration.

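Relative to all genes tested, granulocyte, ribosomal protein and oxidative phosphorylation genes stood higher in cords with the miR-200a inhibitor than in cords with the control inhibitor at 4 dpi. Of 11 granulocyte genes LYZ rose and 0 fell (2 rose when adjusted over the list alone), with a median 1.35 above that of all genes (camera, adjusted p = 2.66e-06, and adjusted p = 0.0101 with an estimated correlation, or 0.207 with both that and median-of-ratios scaling). Of 79 ribosomal protein genes 19 rose and 3 fell (60 and 5 when adjusted over the list alone), among them RPL39, which rose from 2113 ± 417 to 4627 ± 834 TPM (SD, n = 3 libraries each). Their median lay 1.43 above that of all genes (camera, adjusted p = 2.85e-53, and adjusted p = 0.219 with an estimated correlation). Without both libraries numbered 1, where 9 of all genes tested passed, 0 ribosomal protein genes did, and their median was 0.554 against -0.485 for all genes. Of 82 genes of oxidative phosphorylation 5 rose and 6 fell (33 and 10 when adjusted over the list alone; camera, adjusted p = 3.64e-26, and adjusted p = 0.271 with an estimated correlation). COX7B, a small subunit of cytochrome c oxidase, rose by 0.90 on the log2 scale, whereas ATP5B, the catalytic subunit of ATP synthase, and NDUFV1, of complex I, fell by 1.03 and 0.94. With median-of-ratios scaling ATP5B and NDUFV1 were at -0.39 and -0.30 (adjusted p = 0.404 and 0.548). Among 29 microglia and macrophage genes TYROBP rose (1.07) and 0 fell, while MPEG1, the pore-forming protein of macrophages, was at 130 ± 76.9 against 570 ± 260 TPM (-2.19, adjusted p = 0.0573). This list had a camera adjusted p of 0.00430, and adjusted p = 0.983 with an estimated correlation. CDK1 and MAD2L1 were the only 2 of 39 cell cycle genes to rise, and 0 fell (camera, adjusted p = 0.0218, and adjusted p = 0.983 with an estimated correlation). Of 19 cartilage and notochord genes T rose (3 when adjusted over the list alone; camera, adjusted p = 0.00313, and adjusted p = 0.611 with an estimated correlation), and other lists hold 4 of these genes.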

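Few genes of glia and stress passed the test. Of all 13824 genes tested 82.65% were below 0 in this comparison, and 4149 were lower at an unadjusted p under 0.05 (limma). Counts below 0 or lower in a list are to be read against these. Of 21 ependymoglial genes GFAP and GLUL, the glutamine synthetase of glia, fell (6 when adjusted over the list alone), 20 were below 0 with a median of -0.90, and 9 were lower at an unadjusted p under 0.05. Of 26 reactive astrocyte genes GFAP and the BMP target ID3 fell (2 rose and 4 fell when adjusted over the list alone), and other lists hold 3 and 5 of the genes of these 2 lists (camera, adjusted p = 0.295 for both). Of 25 stress and immediate early genes BTG2 and the chaperone HSPA8 fell (4 when adjusted over the list alone; camera, adjusted p = 0.518). Of 32 ECM remodeling genes MMP2, LOXL1 and the bone matrix protease CTSK fell (4 when adjusted over the list alone; camera, adjusted p = 0.897). MYH13 and MYH2 of 37 skeletal muscle genes fell (camera, adjusted p = 0.402), as did the junction protein JUP of 34 skin genes (camera, adjusted p = 0.844). In several lists 0 genes passed in limma. Of 32 neuron genes 31 were below 0 with a median of -1.29, 0.60 below that of all genes, and 13 were lower at an unadjusted p under 0.05 (camera, adjusted p = 0.295; median -0.72 without both libraries numbered 1). All 16 genes of oligodendrocytes and myelin and 44 of 45 axon guidance genes were below 0, with 5 and 10 lower at an unadjusted p under 0.05 (camera, adjusted p = 0.444 and 0.295). DRAXIN, a repulsive guidance protein, was at 19.9 ± 5.85 against 76.6 ± 44.4 TPM (-1.83, adjusted p = 0.0609). Counts lower at an unadjusted p under 0.05 were 5 of 23 scar proteoglycan genes, 4 of 19 collagen genes, 3 of 27 synapse and ion channel genes, 7 of 20 cholesterol synthesis genes, 4 of 16 endothelial genes, 2 of 19 fibroblast genes, 1 of 7 Schwann cell genes, 1 of 13 erythroid genes, 1 of 13 cytokine genes and 0 of 8 AP-1 genes (camera, adjusted p from 0.215 to 0.997). In the scar proteoglycan and collagen lists 3 genes and 1 gene were chosen by the study. The 10 genes listed as targets of the miR-200 family, which a miR-200a inhibitor would be expected to release, were all below 0 (median -0.61, 0.08 above that of all genes; camera, adjusted p = 0.518). In this list 0 passed in limma, 3 were lower at an unadjusted p under 0.05 and 2 fell when adjusted over the list alone. They include KEAP1, a regulator of the oxidative stress response (-1.24, adjusted p = 0.0628), the WNT effector CTNNB1 (-0.99, adjusted p = 0.0618) and JUN (-0.60, adjusted p = 0.225; 0.04 with median-of-ratios scaling). From the differences between the inhibitor groups in genes of gliosis, scar formation, ECM, ECM remodeling and axon migration, the paper proposes that inhibiting miR-200a is enough to disturb the expression of genes of several processes needed for regeneration.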

**Fig. 6:**
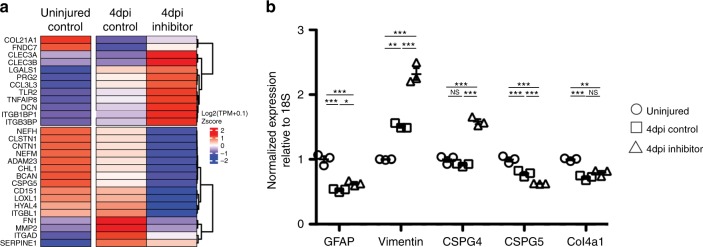
miR-200a inhibition leads to differential expression of genes involved with reactive gliosis and glial scar formation. **a** Heatmap representation of expression values, transcription per million expression values (TPMs) for uninjured, 4 days post injury control and 4 days post injury miR-200a inhibitor electroporated samples were padded (+0.1) and log2 transformed. Mean values across replicates were centered and scaled prior to clustering. **b** qRT-PCR analysis confirms differential expression of reactive gliosis and glial scar related genes after miR-200a inhibition. *p ≤ 0.05, **p ≤ 0.01, ***p ≤ 0.001, N.S. is not significant. Error bars represent ± S.T.D

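Against the uninjured level, the genes of Fig. 6a followed different courses at 4 dpi. MMP2 rose with the control inhibitor and was at 81.8 ± 17.9 TPM in uninjured and 87.6 ± 3.86 TPM in 4 dpi inhibitor libraries (SD, n = 3). FN1, which encodes the matrix protein fibronectin, was at 30.6 ± 8.33 TPM uninjured, 84.7 ± 62.3 TPM with the control and 28.5 ± 4.43 TPM with the miR-200a inhibitor. LGALS1 and PRG2 rose from uninjured cords with either inhibitor, by 2.58 and 5.95 on the log2 scale with the control and by 3.60 and 8.56 with the miR-200a inhibitor. FNDC7 fell by 4.05 with the control inhibitor, which held with 4 of the 12 libraries left out in turn (adjusted p up to 0.173, without control replicate 6), and was at -1.33 with the miR-200a inhibitor. COL21A1, a collagen of vessel walls, was at 9.95 ± 7.20 TPM uninjured, 3.45 ± 1.59 TPM with the control and 5.02 ± 0.342 TPM with the miR-200a inhibitor. The high uninjured means of the neurofilament genes NEFM (1269 ± 1362 TPM) and NEFH (260 ± 341 TPM) rest on uninjured replicate 1, with 2841 TPM of NEFM against 526 and 440 in the other uninjured libraries and 652 TPM of NEFH against 96.7 and 30.1. ITGAD, an integrin of macrophages, was lowest in uninjured cords, at 1.76 ± 0.897 TPM, and at 8.31 ± 7.04 TPM with the control inhibitor. Against uninjured libraries, 10 of the 12 higher and 11 of the 16 lower genes passed in the figure's direction with the miR-200a inhibitor (limma), and 1 of the lower genes rose. With median-of-ratios scaling these were 10 and 7, and 2 of the lower genes rose, and without both libraries numbered 1 they were 8 and 8. Uninjured cords with the miR-200a inhibitor also had the figure's direction in 9 of the 12 higher and 14 of the 16 lower genes. There 13 of the lower genes passed, while the median log2 fold change of all genes was -1.10. With median-of-ratios scaling 7 of the higher genes rose there and 1 fell, and 8 of the lower genes fell and 0 rose. Most of these differences from uninjured cords were therefore not particular to injury.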

We used qRT-PCR analysis to confirm and analyze more carefully a subset of genes well documented to be involved with reactive gliosis and glial scar formation. This confirmed that miR-200a inhibition leads to a highly significant increase in vimentin expression and a small but significant increase in GFAP expression (Fig. 6b) compared to 4 days post injury control spinal cords. Remarkably, expression of the chondroitin sulfate proteoglycan, CSPG4, which is consistently seen to be upregulated after spinal cord injury in mammals^88–90^, is specifically upregulated after miR-200a inhibition (Fig. 6b). In situ hybridization was used to further validate the qRT-PCR data, both vimentin and CSPG4 were found to be robustly expressed in glial cells in animals treated with miR-200 inhibitor in comparison to control animals **(**Supplementary Figure 4A, B**)**. These data suggest that inhibition of miR-200a after injury leads to a more reactive phenotype and an overall more axon growth inhibitory microenvironment similar to what is observed in mammalian astrocytes after SCI.

## Discussion

The present study has identified an important role for the non-canonical AP-1^cFos/JunB^ and miR-200a in regulating the pro-regenerative glial cell response to SCI in axolotl (Fig. 7). Our previous work has shown that upregulation of c-Fos in glial cells is essential for proliferation of the glial cells and subsequent axon regeneration^42^. Unlike JUN proteins, which can homodimerize to form AP-1, c-Fos functions as an obligate FOS:JUN heterodimer however the identity of the c-Fos binding partner in axolotl glial cells was unclear^60,91–93^.

**Fig. 7:**
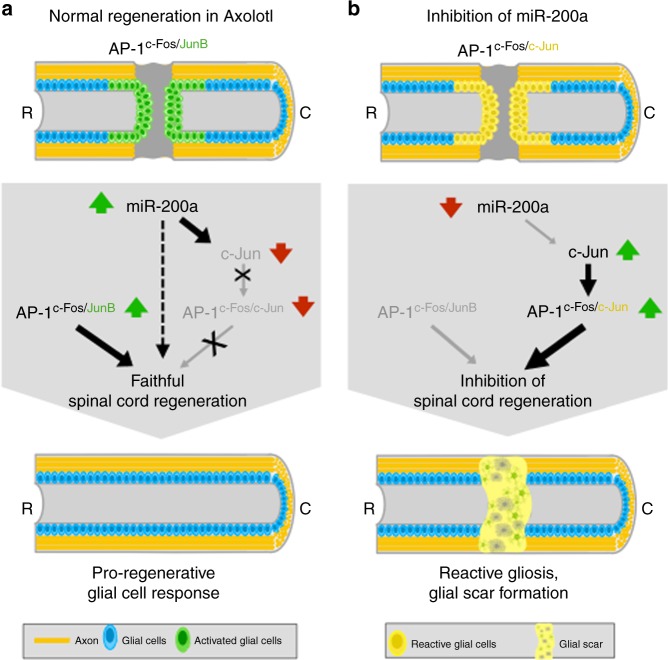
Model of the potential role of AP-1 and miR-200a in spinal cord regeneration. **a** After SCI, axolotl glial cells up-regulate expression of AP-1^cFos/JunB^, which functions to repress GFAP expression and to regulate downstream pathways that direct glial cells to divide, migrate and functionally repair the missing spinal cord tissue. Additionally, miR-200a is upregulated which represses c-Jun expression thereby blocking formation of the canonical AP-1^cFos/cJun^. **b** Inhibition of miR-200a during spinal cord regeneration results in higher levels of GFAP expression, ectopic expression of c-Jun in GFAP^+^ glial cells, upregulation of genes indicative of a glial scar like environment and a failure in axon regeneration

Immunofluorescence analysis showed that c-Jun is upregulated in NeuN^+^ neurons but not in GFAP^+^ glial cells after injury to the spinal cord (Fig. 1a). Therefore, pro-regenerative glial cells do not express high levels of the canonical AP-1^cFos/cJun^ during axolotl spinal cord regeneration. Interestingly, the JUN family member JunB was instead upregulated and heterodimerizes with c-Fos in axolotl glial cells (Fig. 1b, c, Supplementary Figure 1A). Studies from mammalian CNS injury models have shown that the canonical AP-1^cFos/cJun^ heterodimer is upregulated and promotes reactive gliosis and glial scar formation. Remarkably, mimicking the mammalian situation by ectopically overexpressing AP-1^cFos/cJun^ in axolotl glial cells led to defects in axon regeneration, indicative of an overall growth inhibitory environment, which could be similar to the glial scar in mammals (Fig. 2d). However, we do note that a small portion of axolotl GFAP glial cells do in fact express c-Jun, these could be cells that are on their way to becoming neurons, as it is known GFAP^+^ glial cells have the potential to differentiate into both glial cells and neurons after injury^69,70^.

In other vertebrates that have the ability to regenerate a functional spinal cord Fos and Jun family members are also differentially regulated after injury. In zebrafish, similar to the axolotl, c-Fos and JunB are upregulated 1 day post injury^94^. In addition, lamprey upregulate c-Fos and JunD within 6 h of injury while c-Jun is upregulated 3 days post injury. It is unclear from these data if JunB is upregulated early or if lamprey use JunD instead of JunB^21^. In the future, it will be interesting to look across species to identify how this complex has evolved in regeneration competent versus regeneration incompetent organisms.

AP-1 is capable of regulating expression of many genes involved with cellular proliferation, migration, cell survival, apoptosis, extracellular matrix and ECM remodeling. Some of these processes are mutually exclusive (i.e., cell survival and apoptosis) and the ability of AP-1 to specifically regulate a subset of genes is highly context dependent^58,64,95^. One factor contributing to the ability of AP-1 to regulate target genes is the combination of FOS and JUN proteins that comprise the heterodimer. Additionally, the composition of AP-1 can partially affect its ability to act as a transcriptional activator or repressor. For example, AP-1^FosB/JunB^ transcriptionally activates *FoxD5b* expression during *Xenopus* neural development while AP-1^cFos/cJun^ acts as a transcriptional repressor^96^. Furthermore, JunB can antagonize the ability of c-Jun to transform non-malignant cells^97^. Indeed, often times JunB and c-Jun signaling directly antagonize one another^57,98^. These observations are consistent with our findings that the canonical AP-1^cFos/cJun^ is a potent transcriptional activator of the axolotl GFAP promoter while AP-1^cFos/JunB^ represses the axolotl GFAP promoter (Fig. 2b).

These experiments highlight the possibility that differential combination of AP-1 subunits could induce very different cellular response to injury. While our luciferase assays show AP-1^cFos/JunB^ does not fully repress luciferase activity compared to the control it is important to realize that while *GFAP* expression is downregulated during axolotl spinal cord regeneration (Fig. 2a) there is still a basal level of GFAP expression suggesting homeostatic levels of promoter activity. Additionally, GFAP expression is controlled by multiple transcription factors including NF-κB and STAT3 therefore it is not surprising that AP-1^cFos/JunB^ does not fully repress the GFAP promoter alone^99^. In the future it will be interesting to identify other factors that synergize with AP-1^cFos/JunB^ to regulate the pro-regenerative glial cell response. Indeed, co-occupancy of AP-1 with key pioneering transcription factors is necessary for efficient chromatin remodeling highlighting a possible role for AP-1^cFos/JunB^ in aiding to remodel the chromatin landscape to a more permissive environment to allow for later waves of gene expression that promote the pro-regenerative glial cell response^100,101^.

Our data support a model where pro-regenerative glial cells upregulate AP-1^cFos/JunB^; however, the mechanism by which c-Jun expression is repressed was not clear. Our lab and others have shown that microRNAs play a critical role in fine-tuning the genetic programs necessary for tissue regeneration^10,71–76^. We have identified miR-200a as a microRNA that regulates levels of c-Jun expression in GFAP^+^ glial cell in axolotl. miR-200a is specifically expressed in glial cells adjacent to the central canal and is differentially expressed during spinal cord regeneration (Fig. 3a, b). Importantly, inhibition of miR-200a led to an increase in *c-Jun* transcript abundance and co-expression of c-Jun in GFAP^+^ glial cells (Fig. 4). MicroRNA mediated repression does work in a binary fashion, which explains why GFAP^+^ glial cells in homeostatic conditions do in fact express a low basal level of c-Jun. However it is the upregulation of miR-200a and subsequent repression of c-Jun that is essential to ensure that the levels of the c-Jun protein are kept low, which facilitates a preferential heterodimerization event to occur between the upregulated JunB and c-Fos after injury to the spinal cord. Inhibition of miR-200a blocks spinal cord regeneration (Fig. 3d, Supplementary Figure 2) similar to the phenotype observed with AP-1^cFos/cJun^ overexpression (Fig. 2d). However, miR-200a inhibition resulted in a more severe phenotype than overexpression of AP-1^cFos/cJun^, this may be due to technical reasons. The efficacy of introducing a small molecule inhibitor into the glial cells is far higher than the efficacy of overexpressing two plasmids in these cells. In addition, when we overexpress c-Jun in the glial cells it must compete with the endogenous JunB for binding to c-Fos and hence may result in a less severe phenotype. This does not rule out the possibility that other downstream targets of miR-200a are also affected and are necessary for functional spinal cord regeneration.

In this study, we used chemically synthesized inhibitors to knock down miR-200a levels rather than using a knockout strategy like CRISPR which has been shown to work effectively in axolotl^102,103^. In the future, it will be interesting to determine if a conditional CRISPR knockout of miR-200a in glial cells leads to complete block of regeneration, however the technology is not yet available in axolotl to carry out this experiment. There are several reasons for choosing a knockdown approach, other studies in zebrafish have shown that, in some cases, knockouts do not give a phenotype due to compensation by other related genes and this could easily occur with microRNA genes as there are several very similar family members^104^. More recent work in mouse ES cells and human cells has identified large deletions and complex rearrangement of genomic information as a result of gene knock-out using CRISPR technology^105^. These bodies of work suggest that a less severe knockdown strategy may in fact reveal more about the underlying biology especially in relation to regeneration where we want the genes to be present during development and only interfere with their function during the regeneration process.

While we have identified c-Jun as one miR-200a target, miRNA’s are able to target dozens if not hundreds of genes to orchestrate multiple cellular pathways. Therefore we performed RNA sequencing of spinal cord tissue from uninjured spinal cords and regenerating spinal cords microdissected from 500 micrometers rostral and 300 micrometers caudal to the lesion. This area corresponds to the area from which glial cells contribute to regeneration^42^. While this method does not specifically isolate only the glial cells it allows us to identify gene expression changes resulting from non-cell autonomous affects of miR-200a inhibition and facilitate the identification of molecules that could contribute to the lesion microenvironment. We cannot rule out that mRNA present in the severed axons also contributes to the RNA sequencing data set and in fact the potential role of mRNAs from axons in regeneration may be very important to investigate in future studies. However no genes specific to muscle or skin were identified in the RNA seq data, suggesting that the tissue composition is mainly spinal cord. 

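Transcripts of skeletal muscle and of skin were present in all 12 libraries. MYLPF, the light chain of fast myosin, had a mean of 4638 TPM (1264 to 14894 over the libraries), the calcium buffer PVALB, which fast muscle and some neurons express, 3333 TPM (1515 to 6453), and skeletal actin ACTA1 1760 TPM (467 to 6811). KRT6A, a keratin of epidermis, had a mean of 1287 TPM (87.7 to 2395), and KRT5 and KRT4, of basal and mucosal epithelium, 448 and 376 TPM. Of 38 listed skeletal muscle genes 37 were in the table, 37 were above 0 in every library and 15 were at 100 TPM or more in every library. Of 38 listed skin genes 35 were in the table, 27 were above 0 in every library, and KRT5 and KRT4 were at 100 TPM or more in every library. Muscle genes held 5.18 ± 2.83% of TPM in uninjured, 1.67 ± 0.467% in uninjured inhibitor, 2.91 ± 0.705% in 4 dpi control and 1.51 ± 0.104% in 4 dpi inhibitor libraries (SD, n = 3). Skin genes held 0.579 ± 0.285%, 0.131 ± 0.0545%, 0.608 ± 0.0647% and 0.336 ± 0.134% of TPM in the same order. Between 4 dpi inhibitor and control the shares differed by -1.40 points for muscle and -0.272 points for skin (exact permutation test, two-sided, p = 0.1 for both, the smallest p that 3 libraries against 3 allow). The keratin genes KRT8 (mean 328 TPM) and KRT18 (148 TPM) are also on the list of ependymoglial genes and not in these shares. KRT8, KRT18, the keratin gene KRT79 and OCM, a calcium-binding protein related to parvalbumin, were named here after their values were seen: OCM ranged from 25380 to 95491 TPM and KRT79 had a mean of 3536 TPM.

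**Figure D3:**
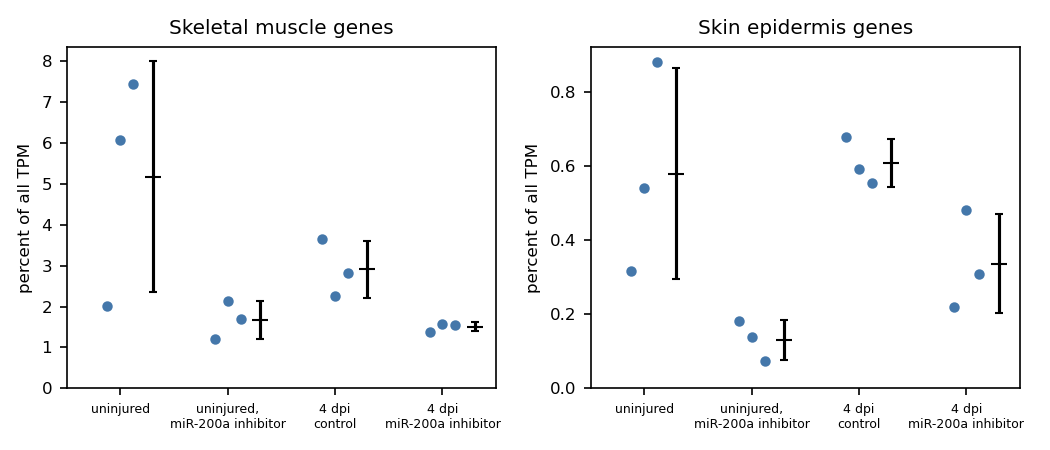
Percent of TPM in 37 skeletal muscle genes and 35 skin genes in each library (points) of the 4 groups, with means and SD (n = 3). The muscle share is highest and most variable in uninjured libraries, at 5.18 ± 2.83%.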

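Injured cords with the miR-200a inhibitor held more transcripts of myeloid genes and ribosomal proteins and fewer of neuron genes than uninjured cords. LYZ rose by 4.36 on the log2 scale, TYROBP by 3.53 and CYBB by 3.60, whereas the glial filament GFAP fell from 1275 ± 965 to 106 ± 25.1 TPM and the glutamate transporter SLC1A3 from 411 ± 383 to 33.7 ± 3.04 TPM (SD, n = 3 libraries each). The neuronal splicing factor RBFOX3 fell from 22.9 ± 19.3 to 1.61 ± 0.0886 TPM and the neurofilament NEFL from 799 ± 714 to 94.2 ± 12.8 TPM. Of the 13824 genes 1298 rose and 4320 fell (limma), and with median-of-ratios scaling 2298 rose and 1663 fell, a share of higher calls of 23.1% and 58.0%. Of 29 microglia and macrophage genes 19 rose and 0 fell (19 and 1 when adjusted over the list alone; camera, adjusted p = 3.65e-18, and adjusted p = 0.129 with an estimated correlation). Of 11 granulocyte genes 7 rose and 1 fell (8 and 1 when adjusted over the list alone). Their camera adjusted p was 2.26e-08, and 0.00769 with an estimated correlation, or 0.0878 with both that and median-of-ratios scaling. PRTN3, a protease of neutrophil granules, rose from 24.1 ± 33.9 to 92.5 ± 12.5 TPM. Large increases included the hormone LEP (log2 fold change 6.46), the lectin receptor ASGR1 (5.79) and OCSTAMP, which acts in osteoclast fusion (5.77). In these 3 genes 2, 1 and 2 of the 3 uninjured libraries are listed at 0, so that the sizes depend on the value added before the logarithm. The G protein gene GNGT2 and the antibody joining chain JCHAIN, both listed at 0 in uninjured libraries, were at 7.89 ± 3.19 and 5.24 ± 2.63 TPM. FOS rose by 2.91, and so did BATF3 and ATF3, by 3.40 and 2.39, so that 3 of 8 AP-1 genes rose and 0 fell (camera, adjusted p = 0.00115, and adjusted p = 0.439 with an estimated correlation). FOS did not pass without inhibitor replicate 6 (adjusted p = 0.0923) or 7 (0.106) or uninjured replicate 5 (0.0717).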

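Of 79 ribosomal protein genes 65 rose and 5 fell (camera, adjusted p = 6.42e-33, and adjusted p = 0.339 with an estimated correlation), and of 82 oxidative phosphorylation genes 42 rose and 9 fell (48 and 9 when adjusted over the list alone; camera, adjusted p = 9.87e-17, and adjusted p = 0.348 with an estimated correlation). RPL37A of the large ribosomal subunit rose by 1.37 on the log2 scale and COX7B by 1.20, while the complex I genes NDUFS1 and NDUFV1 fell by 1.74 and 1.34. CDK1 rose from 62.4 ± 16.6 to 333 ± 37.6 TPM (SD, n = 3 libraries each), and 8 of 39 cell cycle genes rose and 6 fell (11 and 0 with median-of-ratios scaling; camera, adjusted p = 0.0115, and adjusted p = 0.728 with an estimated correlation). Of 26 reactive astrocyte genes 8 rose, among them NES (1.27) and LGALS1 (3.60), and 5 fell (9 and 6 when adjusted over the list alone; camera, adjusted p = 0.00445, and adjusted p = 0.348 with an estimated correlation). Of 32 neuron genes 20 fell and 0 rose (24 fell when adjusted over the list alone), with a median of -2.18, 1.37 below that of all genes (camera, adjusted p = 0.00417, and adjusted p = 0.794 with an estimated correlation). With median-of-ratios scaling 11 neuron genes fell and 1 rose, and without both libraries numbered 1, where neural transcripts were high, 13 fell. Of 21 ependymoglial genes 14 fell and 1 rose (4 and 2 with median-of-ratios scaling; camera, adjusted p = 0.0699), of 45 axon guidance genes 22 fell (11 with that scaling; adjusted p = 0.00616, and adjusted p = 0.794 with an estimated correlation) and of 27 synapse and ion channel genes 14 fell (8 with that scaling; adjusted p = 0.0266, and adjusted p = 0.794 with an estimated correlation). BCAN and the guidance genes DRAXIN and SLIT3 fell by 4.29, 2.62 and 2.36. NEUROG1 and NEUROG3, transcription factors of early neurons, fell by 5.50 and 5.38, each with 2 of 3 inhibitor libraries listed at 0. Skeletal muscle genes fell in 25 of 37 cases (6 with median-of-ratios scaling; camera, adjusted p = 0.0115, and adjusted p = 0.794 with an estimated correlation), led by MYH13 (-3.78) and MYH1 (-3.18). The count of 5618 genes was 2870 without inhibitor replicate 7, 3159 without inhibitor replicate 5 and 3655 without uninjured replicate 1.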

Hundreds of genes were differentially regulated at 4 days post injury after miR-200a inhibition compared to uninjured spinal cords (Table S1, Supplementary Figure 3). Further analysis identified a handful of genes known to be involved in reactive gliosis and glial scar formation to be upregulated after inhibitor treatment, this we confirmed by qRT-PCR (Fig. 6b). Although the axolotl is a very powerful research organism for studying regeneration, one limitation still faced is the paucity of antibodies available specific to axolotl proteins. However we could confirm upregulation of some of these genes at the mRNA level and see that they are expressed in the glial cells adjacent to the injury site (Supplementary Figure 4). This data suggests that miR-200a is necessary to inhibit a reactive gliosis circuitry from being activated after injury in axolotl glial cells. In addition many of the genes found to be differentially regulated during axolotl regeneration are genes known to be important for spinal cord regeneration in fish and other salamanders, suggesting a high degree of pathway conservation across species (Fig. 6)^12,106–109^. Interestingly, bioinformatics analysis of the promoter regions of GFAP, Vimentin, CSPG4 and CSPG5 using PROMO revealed multiple DNA binding motifs for c-Fos, JunB and c-Jun, further supporting our hypothesis that these factors could differentially regulate these gene promoters during spinal cord regeneration (Supplementary Figure 5).

Collectively, our work identifies an important role for the c-Fos:JunB heterodimer in activation of glial cells after spinal cord injury to guide them to a regenerative state **(**Fig. 7**)**. It also identifies an important molecular difference in a highly conserved early response heterodimer in axolotls versus mammalian glial cells.

## Methods

### Animal handling, spinal cord injury and electroporation

All axolotls used in these experiments were obtained from the Genetic Stock Center at the University of Kentucky, bred at the University of Minnesota in accordance with IACUC protocol No. 1710-35242A, or bred the Marine Biological Laboratory in compliance with IACUC protocol number 18–49. All animal experiments were carried out in compliance of USA animal welfare legislation. In all experiments the white strain of *Ambystoma mexicanum* was used, all animals were 3–5 cms in length, a size at which sex is not yet identifiable. Prior to all in vivo experiments animals (3–5 cm) were anesthetized in 0.01% p-amino benzocaine (Sigma). Spinal cord ablations were performed as previously described^10,11^. Briefly, animals were anesthetized, the skin and muscle above the spinal cord was peeled back using fine forceps. Then a piece of spinal cord, approximately the length of 1 muscle bundle, was transected using small surgical scissors and gently removed. The skin flap was replaced and the animal was placed back into water to recover. For miR-200a inhibition experiments, a chemically synthesized miR-200a or scrambled control inhibitor (Dharmacon) were diluted to 20uM in PBS + 1% Fast Green and microinjected into the central canal of axolotls and were electroporated (5 square pulses, 50 ms, 50 V using an ECM830 Electro Square Porator BTM Harvard Apparatus) twice. For overexpression experiments plasmids were diluted to 1–1.5 μg/μL in PBS + 1% Fast Green and animals were injected and electroporated as described above.

### Immunofluorescence

Tissue was harvested at the indicated time points and were fixed and processed for cryosectioning as previously described^11^.

For IHC, tails were sectioned at 20 μm using a Leica CM1850 cryostat. The following primary antibodies were used for immunofluorescent staining: c-Jun (1:100, Cell Signaling), GFAP (1:100 Chemicon) or NeuN (1:100 Chemicon). All sections were incubated in boiling 10 mM sodium citrate buffer + 0.1% Tween 20 for 10 min prior to standard IHC protocol^11^. After secondary incubation the slides were washed four times with PBSTx and embedded with 80% glycerol and imaged using an inverted Leica DMI 6000B fluorescent microscope.

Double positive GFAP^+^/cJun^+^ glial cells were quantified by counting the number of glial cells expressing nuclear c-Jun that were also GFAP immunoreactive. The percent double positive glial cell was calculated by the number of GFAP^+^/cJun^+^ cells divided by the total number of GFAP^+^ glial cells.

### Whole mount immunofluorescence

Tails were harvested at 7 days post injury and fixed in 4% PFA. Whole mount β-III tubulin staining was performed as previously described^10,11^ with one minor modification. Secondary antibody (anti-mouse 568 Invitrogen) staining was left overnight at 4 °C. After washing off excess secondary, tails were gradually stepped into methanol by incubating with 25%, 50%, 75% then 100% methanol:PBSTx solution and then stored at –20 °C until imaged. Prior to imaging, the tails were cleared using 1:2 solution of benzyl alcohol and benzyl benzoate (Sigma) for 20 min and mounted onto a cover slip using BABB as the mounting medium.

### EdU staining

Control and miR-200a inhibitor electroporated animals were injected with 5-ethynyl-2´-deoxyuridine (EdU) at a final concentration of 0.3 μg/μL. For glial cell proliferation, EdU was injected 3 days post injury and tissue was harvested 24 h later. For neuronal differentiation, EdU was injected on the day of injury and tissue was harvested 5 days later. Samples were prepared for EdU and antibody staining as described above. EdU staining was carried out on frozen cross-sections. EdU incorporation was detected using the Click-iT EdU Alexa Fluor 555 Imaging kit (Molecular Probes) prior to GFAP or NeuN staining.

### Acid fuschin orange G staining

AFOG staining was performed on cross-sections and paraffin sections as described previously^11^.

### qRT-PCR

The spinal cords 500 μm rostral and 300 μm caudal to the lesion from 7–10 control or miR-200a inhibitor electroporated animals were microdissected and pooled for each biological replicate. Total RNA was isolated using Trizol according to the manufacturer. Subsequent cDNA was synthesized from 1 μg of DNaseI (NEB) treated RNA using either High Capacity cDNA Reverse Transcription kit (Applied Biosystems) or miScript II RT kit (Qiagen). The qRT-PCR was carried out using LightCycler 480 SYBR Green I Master (Roche). MicroRNA qRT-PCR was carried out with custom designed primers to conserved miRNAs (Qiagen) and custom primers from IDT were used to quantify axolotl mRNAs (5′–3′):

18S_F: CGGCTTAATTTGACTCAACACG

18S_R: TTAGCATGCCAGAGTCTCGTTC

cFos_F: TCCCTCTACACCTCCGAC

cFos_R: AAAGCGTCCGATTCAGGG

cJun_F: CTCTGCCCCAAGAATGTGAC

cJun_R: GAAGTTGCTGAGGTTGGCAT

JunB_F: CTCCTTCCTGCCTGGCTATG

JunB_R: ACTGTCCGAGCCAAAGTAGC

GFAP_F: ACAGAGCCTAAACAGTGATG

GFAP_R: GTCTTTAAGGTTCCGGATGT

Vimentin_F: AACACTCTCCAGTCTTTCAG

Vimentin_R: TCTTCGTCGTGTAGTTTCTT

CSPG4_F: ATTCCATTACCCCACCTAGT

CSPG4_R: AGCTGCCCCTCATTAATATG

CSPG5_F: CATGATGACCGTTTTCTTCG

CSPG5_R: GATGGTGGACAGAGAAAAGT

Col4a1_F: GTGGCTATCTCTCTGGATTG

Col4a1_R: CCATGGCACTCAATAAATGG

### microRNA and mRNA in situ hybridization

Samples were fixed in fresh 4% PFA at 4 °C overnight. The following day they were washed 3 times for 10 min in PBS. Then they were gradually stepped into 100% methanol and stored at –20 °C. The samples were gradually stepped back into PBS and processed for cryosectioning, as described above. To remove OCT after sectioning the slides were washed 3 times for 10 min in PBSTw before being incubated with Protinase K (2 μg/μL) for 10 min. The slides were rinsed once and then washed for 2 min in a glycine solution (2 mg/mL). Then slides were rinsed 3 times with PBSTw and incubated in a 1:1 solution of hybridization buffer:PBSTw for 10 min. Following that the slides were incubated in hybridization buffer plus yeast tRNA extract for 3 h at room temperature. After the pre-hybridization step miR-200a LNA probe (Exicon) was added to the slides at a final concentration of 40 nM. Slides were hybridized over night at 53 °C. The following day slides were washed in 5x SSC buffer for 10 min then 0.2% SSC buffer for one hour. Both washes were carried out at 60 °C. The slides were then stepped back into PBSTw and washed one final time in PBSTw for 10’. Then slides were blocked in PBSTw + 2% BSA + 2% sheep serum for 1 h at room temperature and anti-DIG antibody (Roche) was diluted 1:1000 in blocking buffer for 2 h. Slides were then rinsed 2 times in PBSTw and washed 3 times for 10 min in PBSTw before being incubated in fresh AP buffer 3 times for 5 min. After the final wash BM Purple was added and slides were checked often for color development. Finally, upon completion of the reaction sections were fixed in 4% PFA for 10 min, rinsed 3 times in PBSTw then embedded with 80% glycerol and imaged using an Olympus BX40 inverted microscope.

### JunB probe synthesis

Axolotl specific JunB probes were created by PCR amplification with the addition of the T7 and Sp6 promoter into the PCR primers:

T7 JunB ISH For 5′-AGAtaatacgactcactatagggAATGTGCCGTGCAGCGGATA-3′

Sp6 JunB ISH Rev 5′-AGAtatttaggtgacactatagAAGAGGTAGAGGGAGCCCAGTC-3′

The resulting PCR product was used to synthesize in situ probe by the addition of DIG-labeled UTP (Roche) plus the appropriate RNA Polymyerase T7 or Sp6 (NEB). Probes were purified with RNA Clean Up kit (Qiagen) and resuspended in 100 μL of hybridization buffer.

Primers for other genes (5′–3′):

Vimentin ISH Forward ACAAGTCAAAGTTCGCTGAT

Vimentin ISH Reverse CCATCTCTGGTCTCAACAGT

NG2 ISH Forward CTTACTGTCGACGAGGAGAC

NG2 ISH Reverse TCGGGCTGTTGTACTATCTT

Galectin-1 Forward TAGGGGTCATGTGACTTTTC

Galectin-1 Reverse AGGCAACTAGTCCAGTTTGA

The PCR fragment was subcloned into pGemTEasy vector. The plasmid was then linearized and used to synthesize in situ probe by the addition of DIG-labeled UTP (Roche) plus the appropriate RNA Polymyerase T7 or Sp6 (NEB). Probes were purified with RNA Clean Up kit (Qiagen) and resuspended in 100 μL of hybridization buffer.

### mRNA in situ hybridization

Samples were prepared as described above. After sectioning slides were incubated in 70 °C PBS for 15 min to remove OCT. Then the slides were incubated in 1:1 PBS:EtOH for 5 min before being washed in 100% EtOH for 5 min. Then the slides were incubated in Xylene for 30 min before being washed twice in 100% EtOH. After washing, the slides were transferred to 100% MeOH for 5 min and gradually stepped into PBST. Then slides were incubated in 1:1 PBST:Hyb for 10 min and pre-hybridized for 30 min. JunB probes were diluted into hybridization buffer and slides were allowed to hybridize overnight at 55 °C. The following day the slides were washed 3 times in Wash Buffer (50% Formamide, 5x SSC and 0.1% Tween) for 30 min each, once in 1:1 Wash Buffer:PBST for 30 min and once in PBST at 55 °C. Slides were rinsed in room temperature PBST 3 times for 5 min each before blocking buffer was added (2% goat serum, 2% BST in PBSTx) for 1 h. Anti-DIG F_AB_ (Roche) was diluted 1:1000 in blocking buffer and slides were incubated for at least 1 h. Slides were washed 3 times for 10 min each before addition of fresh AP Buffer for at least 10 min. Finally slides were incublated in BM Purple (Roche) until colored reaction was observed. The reaction was stopped by several quick rinses in PBS and slides were fixed in 4% PFA for 10 min. Slides were mounted in 80% glycerol and images were taken with a BX40 Olympus Inverted microscope.

### Cloning and plasmids

The full-length axolotl JunB and axolotl cJun 3′-UTR were cloned using rapid amplification of cDNA ends (Clontech) as per the manufacturer’s instructions.

JunB 5′ GSP 1: GCTGCACCACTGTCCGAGCCAAAGT-3′

JunB 5′ NGSP 1: TGGGTCAGTGAGGTTAAGGGCCAAGC-3′

JunB 3′ GSP 1: CCTCAACCCCACTACTCCACCTCGG-5′

JunB 3′ NGSP 1: GACCAAGAGCGCATTAAGGTGGAGCG-3′

cJun 3′ GSP 1: GAACCGCATCGCCGCCTCCAAGTG-3′

cJun 3′ NGSP 1: GCAGAACTCGGAGCTGGCTTCCACG-3′

The coding sequences of axolotl c-Fos and c-Jun were cloned based on Trinity assembled RNA sequencing contigs from axolotl-omics.org. The coding sequence of axolotl JunB was amplified using primers based on the full-length transcript from our RACE experiments. PCR fragments for c-Fos, c-Jun and JunB were digested with the indicated restriction enzymes and ligated into the pCMV:GFP expression vector (Clontech). Restriction fragments were ligated together using T4 DNA Ligase (NEB) overnight at 4 °C and heat shock transformed into DH5α competent *E*. *coli* (Promega)

cFos For Axolomics NheI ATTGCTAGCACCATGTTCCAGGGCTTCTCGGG

cFos Rev Axolomics SacII ATCCCGCGGCAGAGCAAGCAAAGTAGGCG

cJun For XhoI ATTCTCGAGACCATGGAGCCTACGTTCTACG

cJun Rev SalI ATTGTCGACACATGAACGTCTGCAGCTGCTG

JunB For NheI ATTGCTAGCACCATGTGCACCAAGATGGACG

JunB Rev SacII ATTCCGCGGAAAGGGCTGCATCTTGGCA

Sequences for the human versions of c-Fos (#70382), c-Jun (#70398) and JunB (#29687) were cloned from the indicated Addgene plasmids using the following primers (5′–3′) and subcloned into pCMV:GFP (Clontech):

cFos FL Hs For SalI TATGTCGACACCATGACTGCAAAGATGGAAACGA

cFos FL Hs Rev BamHI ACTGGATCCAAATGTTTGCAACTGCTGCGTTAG

cJun FL Hs For SalI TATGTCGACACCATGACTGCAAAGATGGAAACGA

cJun FL Hs Rev BamHI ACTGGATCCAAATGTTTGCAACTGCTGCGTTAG

JunB FL Hs For SalI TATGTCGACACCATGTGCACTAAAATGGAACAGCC

JunB FL Hs Rev BamHI ACTGGATCCGAAGGCGTGTCCCTTGAC

For 3’ UTR luciferase experiments, primers were designed to amplify the cJun 3’ UTR based off our RACE sequences. All the 3’ UTRs were amplified with a 5′ SpeI and 3′ HindIII restriction site.

cJun 3′-UTR Luc For ATAACTAGTGGAGGGAAGCGCGG

cJun 3′-UTR Luc Rev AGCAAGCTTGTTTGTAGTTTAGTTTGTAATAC

cJun 3′-UTR SDM Rev2 GATCTGTTTGAATTCACCAAGAACTGCAT

cJun 3′-UTR SDM For 2 GTTCTTGGTGAATTCAAACAGATCTCGC

The PCR fragments and pMiR Report (Life Technologies) were digested with SpeI and HindIII (NEB) and the fragments were ligated over night at 4 °C with T4 DNA Ligase (NEB) and heat shock transformed into DH5α competent E. coli (Promega).

### Cloning of the axolotl GFAP promoter

Genomic DNA was isolated from tails of 2–3 cm axolotls using Jetflex Genomic DNA Purification kit (Invitrogen). Following purification of genomic DNA, we used GenomeWalker Universal kit (Clontech) to determine the DNA sequence upstream of the GFAP transcription start site. Two rounds of “walking” were performed using the below primers (5′–3′):

GFAP Promoter GSP1 TTTCCCAACTTCAGCCTCGCAAGACTC

GFAP Promoter NGSP1 ACTTTTGAGGAGGGCCGTTAGAGAAC

GFAP Promoter GSP2 TTCACTGTGGCGTCATGTGGATCGGTAACC

GFAP Promoter NGSP2 TTCCAGCACACTCTGCGTCCCTTTGTTTGC

Distinct PCR bands TA cloned into pGEM-T EZ (Promega) and inserts were sequenced. Based on this analysis we designed primers to amplify ~1.3 kb of the axolotl GFAP promoter using Phusion High Fidelity polymerase (NEB) (5′–3′):

pAxGFAP For 2 XhoI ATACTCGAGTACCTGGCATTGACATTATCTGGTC

pAxGFAP Rev1 HindIII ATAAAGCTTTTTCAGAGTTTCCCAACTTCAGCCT

The resulting PCR product was ligated as a XhoI and HindIII fragment into pGL3 Enhancer luciferase reporter plasmid (Invitrogen).

### Luciferase experiments

3’ UTR luciferase experiments

B35 neural progenitor cells were plated in a 96 well plate (Celltreat Scientific Products) at a concentration of 1.0 × 10^5^ cells/mL and allowed to adhere overnight. The next day cells were co-transfected with axolotl c-Jun 3’ UTR luciferase reporter, β-Galatosidase internal control and 100 nM of miR-200a or control mimic (Qiagen) Lipofectamine 3000 (Invitrogen). After 48 h luciferase activity was determined using Dual Light Reporter system (Thermo) according to the manufacturers protocol.

### GFAP promoter luciferase assays

B35, neural progenitor cells were co-transfected with pGFAP: Luciferase, β-Galatosidase internal control, axolotl c-Jun and/or JunB subcloned into pCMV:GFP plasmid (Clontech) with Lipofectamine 3000. After 48 h luciferase activity was determined using Dual Light Reporter system (Thermo) according to the manufacturer’s protocol.

The similar experiment was carried out using the axolotl GFAP promoter.

### BioID experiments

The axolotl JunB ORF was subcloned into the EcoRV and BamHI sites of BioID Myc tag vector (Addgene #35700). (5′–3′):

JunB_BioID_Myc_For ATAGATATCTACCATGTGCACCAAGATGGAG

JunB_BioID_Myc_Rev AGGGGATCCTCAAAAGGGCTGCATCTTG

A total of 293 cells were plated in 24-well plate (1 × 10^5^ cells per well) and transfected with either empty BioID + c-Fos, JunB-BioID alone or JunB-BioID + cFos. After 24 h biotin (50 μM) was added to the cell culture media and allowed to incubate for an additional 24 h. Finally, cells were lysed in boiling RIPA buffer and sonicated to lyse cells and sheer DNA. Then 50 μL of pre-washed Dynabeads MyOne Streptavidin T1 (ThermoFischer) was added per lysate and allowed to incubate at 4 °C. The following day the beads were washed 4 times in RIPA buffer and bound proteins were released from beads by addition of 25 μL of LSB, an excess of biotin and incubated at 95 °C for 5 min.

### Western blot analysis

Western blot was performed as previously described^11^. Anti-c-Fos antibody (Millipore) was diluted 1:500 in 5% milk in Tris Buffered Saline + 0.1% Tween and incubated at 4 °C overnight. Anti-Rabbit DyLight 68o (Cell Signaling) was diluted 1:10000 in blocking buffer for 1 h. Following 4 TBST washes signal was detected using a Licor Odyssey CLx.

### RNA sequencing sample preparation

For RNA sequencing animals (3–5 cm) were electroporated with miR-200a inhibitor or control inhibitor and a spinal cord trasection was performed, as described above. Animals were electroporated on the day of injury and 2 days post injury. Spinal cords 500 μm rostral and 300 μm caudal to the lesion were microdissected at 4 days post injury for RNA extraction using TRIzol (Thermo Scientific) according to the maufacturers protocol. Each sample (Uninjured, 4 days post inury Control and 4 ddays post injury Inhibitor) consisted of 6 pooled spinal cords and samples were submitted in biological triplicates. Library preparation and RNA sequencing was performed by the Genomics Center at the University of Minnesota.

### RNA-seq data analysis

RNA-seq data were comprised of 2 × 126 bp paired-end reads. The RNA-seq reads from all samples were combined and then assembled by using Trinity^110^ (v2.3.2) with default parameters. We used cd-hit-est (v4.6)^111^ with parameter “-c 1” to remove shorter contigs with 100% identity with aligned longer contigs. These non-redundant contigs were mapped to Ensembl human proteins (v85) by BLASTX (v2.2.18). Contigs were assigned to human proteins by taking the best BLASTX hit with E-value < 10-5.

We used Bowtie (v0.12.1)^112^ to map the reads against all non-redundant contigs. Quantification of each contig was performed by RSEM v1.1.6^113^. RSEM employs an expectation maximization algorithm, so that for reads that match to multiple contigs, RSEM assigns a fraction of each read to each contig based on estimated abundances of contigs based on unique reads^113^.

For each sample, the expected fragment counts for each contig (as computed by RSEM), were then converted to comparative transcript counts by summing the fragment counts of contigs mapped to the same transcript. Similarly, gene-level counts were obtained by summing the fragment counts of transcripts that were annotated with the same gene symbol. Relative abundances, in terms of transcripts per million (TPM), for genes were computed by first normalizing each gene’s fragment count by the sum of the effective lengths (weighted average of contigs’ length based on contigs’ abundance) of the contigs mapped to that gene and then scaling the resulting values such that they summed to one million over all genes, as described previously^114^. To identify differentially expressed genes, the normalized counts from RSEM were imported into DESeq2 (version 1.16.1)^115^ as integers to determine moderated estimates of Log2 fold changes and Benjamini-Hochberg adjusted *p*-values between conditions.

### Statistical analyses

All results are presented as mean + /− s.t.d. unless otherwise stated. Analyses were performed using Microsoft Excel or GraphPad Prism. Data set means were compared using ANOVA for three or more tests with a Dunnett’s or Tukey’s post hoc analysis. When two groups were compared a Students *t-*test was used. Differences between groups was considered significant at three different levels (*p* values of *p < 0.05, **p < 0.01 and ***p < 0.001) and are indicated in the figure legends.

### Reporting summary

Further information on experimental design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Data 1

Description of Additional Supplementary Files

Supplementary Information

Reporting Summary

## Data Availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. The RNA seq data has been deposited in the public GEO database with the accession number GSE122939.

# Supplementary material for: AP-1cFos/JunB/miR-200a regulate the pro-regenerative glial cell response during axolotl spinal cord regeneration
**Source:** Commun Biol. 2019 Mar 6;2:91. doi: 10.1038/s42003-019-0335-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Data 1

Description: Table of all transcripts per million (TPMs) from all RNA seq data contained in the manuscript.

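The table gives the TPM of each human gene symbol in each library, a share of transcripts after correction for the length of the contigs assigned to that gene. The part in hand, its opening symbols (A to CCDC) in 9 libraries, holds the same values to rounding as those analysed here, without columns for uninjured cords given the miR-200a inhibitor. Because TPM sum to a fixed total, a rise in the most abundant transcripts lowers the value of all others. The 50 most abundant genes held 17.3% to 32.9% of TPM in a library. The calcium-binding gene OCM ranked 1 or 2 in every library. In 25 cases a gene symbol had been turned into a calendar date and was restored from the transcript identifier beside it. Pairs of replicates of 1 group had Pearson correlations of 0.765 to 0.969 across genes, which are not independent replicates.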

# Supplementary material for: AP-1cFos/JunB/miR-200a regulate the pro-regenerative glial cell response during axolotl spinal cord regeneration
**Source:** Commun Biol. 2019 Mar 6;2:91. doi: 10.1038/s42003-019-0335-4
**Supplement:** Supplementary file 3 — Supplementary Information

Supplementary Figure 1

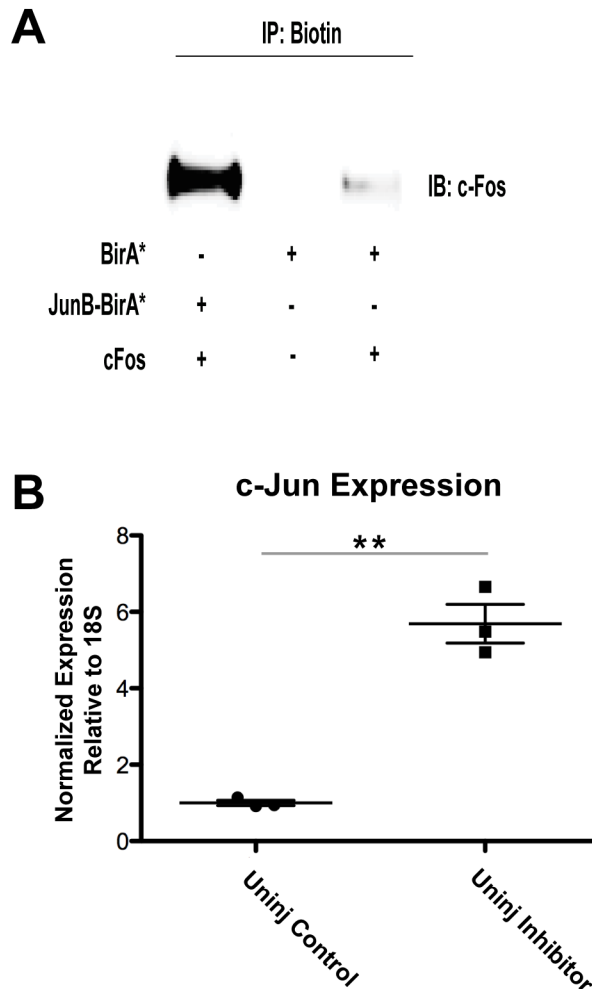

Supplemental Figure 1: Axolotl c-Fos and JunB biochemically interact. (A) The axolotl JunB open reading frame was subcloned into the BioID vector. 293 cells were transfected with JunB-BioID+c-Fos, axolotl c-Fos or empty BioID. Subsequent Western blot analysis shows there is only robust c-Fos pull down in the presence of JunB-BioID and not empty BioID, confirming specific biochemical interaction (n=2).

(B) c-Jun is up-regulated in uninjured spinal cords treated with miR-200a inhibitor. **p≤0.01. Error bars represent ±S.T.D.

Supplementary Figure 2

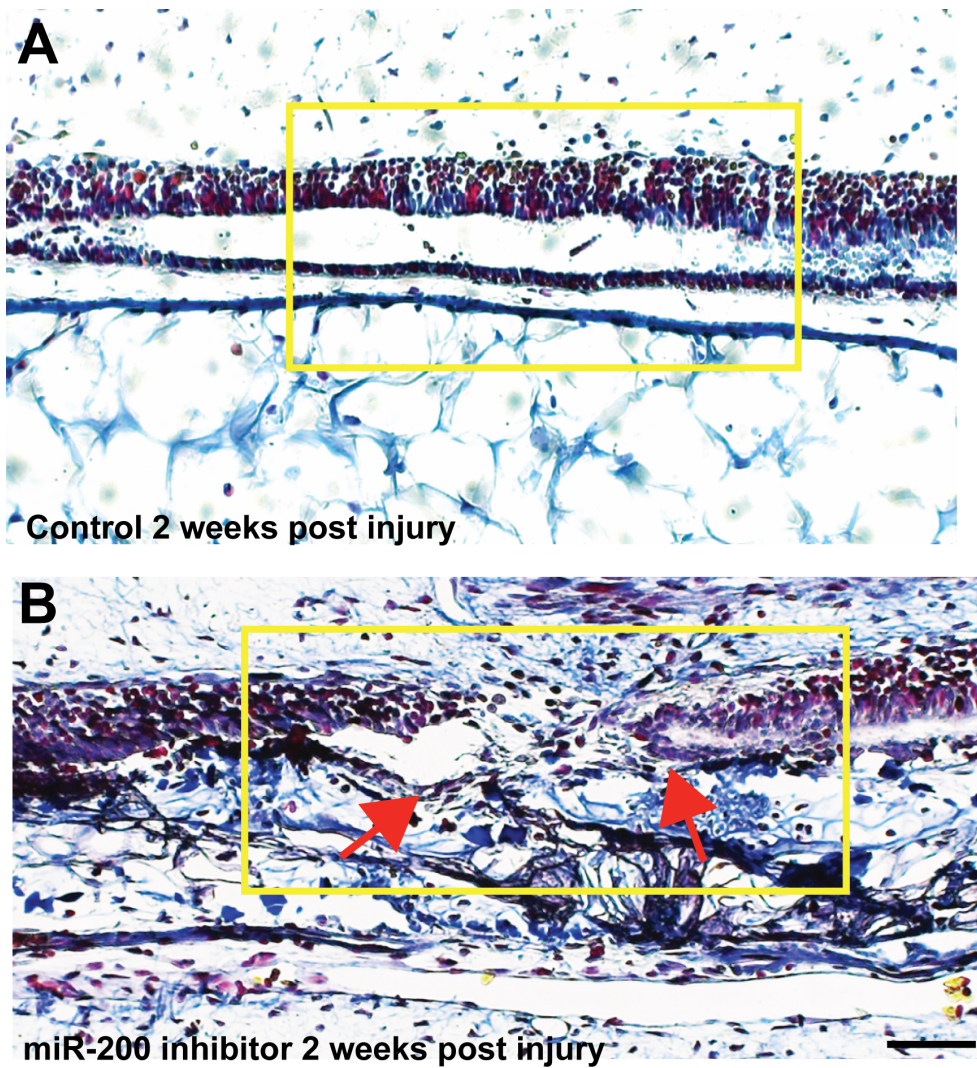

Supplementary Figure 2: Histological staining of control versus inhibitor animals.

(A) Longitudinal section of spinal cord two weeks post injury. Yellow box indicates the site of original injury. (B) miR-200 inhibitor treated animals two weeks post injury. Rostral and caudal sides of the neural tube indicated by red arrows have failed to reconnect. N= 6 control, n= 8 miR-200 inhibitor, Scale bar = 100 μ m.

Supplementary Figure 3

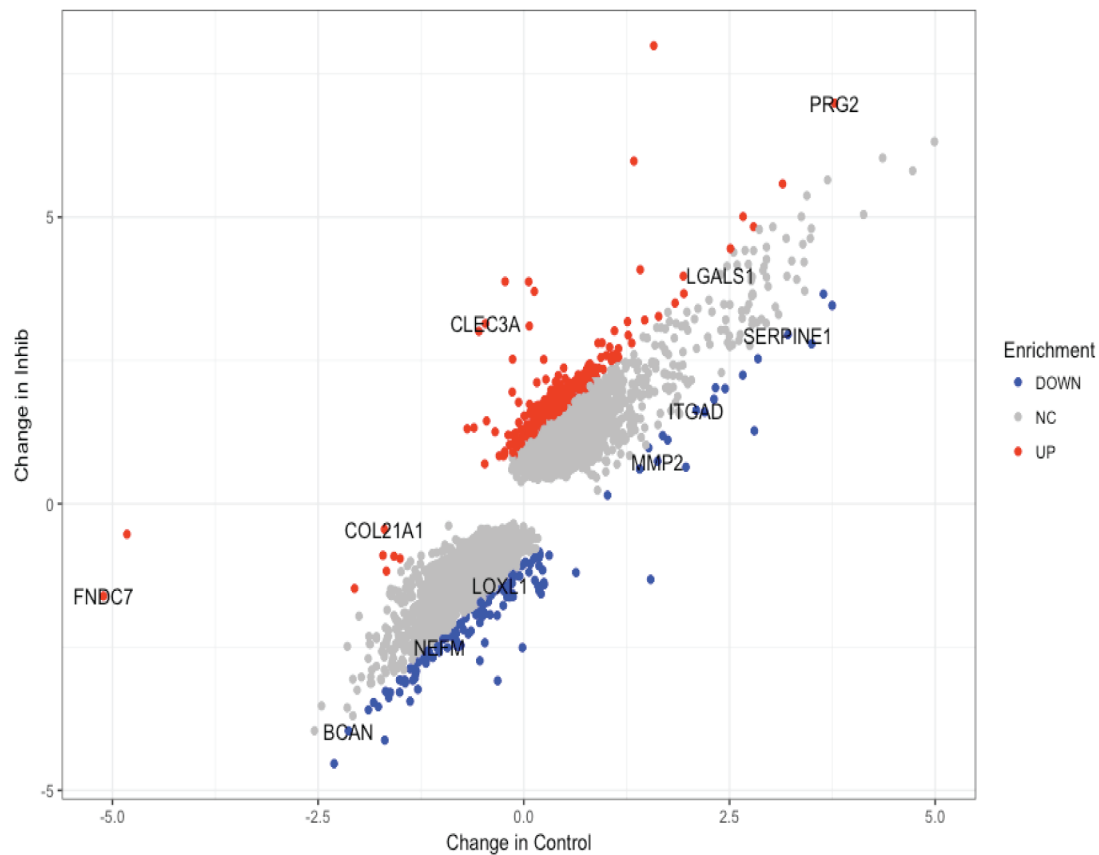

Supplemental Figure 3: miR-200a inhibition leads to differential expression of a cohort of genes.

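Most genes that rose from the uninjured level at 4 dpi with the control inhibitor also rose with the miR-200a inhibitor. They include LYZ, the NADPH oxidase subunit CYBB, the lectin receptor CLEC5A and the phospholipase-like PLBD1, which was at 4.14 ± 1.17 TPM uninjured, 103 ± 24.6 TPM with the control and 142 ± 10.6 TPM with the miR-200a inhibitor (SD, n = 3 libraries each). Other examples are TCN1, at 5.87 ± 5.87, 118 ± 57.6 and 138 ± 44.1 TPM in the same order, and LCP1 of leukocytes, at 8.73 ± 1.60, 57.5 ± 6.14 and 84.1 ± 7.10 TPM. Of the 119 genes that rose with the control inhibitor 115 also rose with the miR-200a inhibitor, where 11.2 would be shared if the calls were independent. In draws simulated with unchanged groups and the same uninjured libraries a median of 0 was shared. Unchanged groups hold no changes to call, so that 0 does not show how much of the overlap comes from the shared uninjured libraries. Another 1183 genes passed only with the miR-200a inhibitor, which does not show that the responses differ: 87 and 441 genes passed the direct test. Of the 6 genes that fell with the control inhibitor, 2 also fell with the miR-200a inhibitor, where 1.88 would be shared if independent. Across the 13824 genes, which are not independent replicates, the 2 sets of log2 fold changes had a Pearson's r of 0.789, and r was 0.684 to 0.847 when 1 library was left out. Both responses are measured against the same 3 uninjured libraries, which by itself gives a correlation: the simulated draws had a median r of 0.544 (central 95% of draws -0.280 to 0.918). The covariance was 0.685 against a simulated median of 0.177 (-0.0426 to 0.565). Part of the excess may come from the shared libraries, since 3 uninjured libraries cannot be split between the 2 comparisons. The standard deviation of the log2 fold changes was 0.747 with the control and 1.16 with the miR-200a inhibitor. Both injured groups had also been injected and electroporated, which the labels do not state for the uninjured cords, so that injury cannot be told apart from it. Without injury, LYZ was at 682 ± 59.5 TPM and PLBD1 at 50.0 ± 11.7 TPM with the miR-200a inhibitor.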

Scatter plot representing log₂ fold changes in gene expression at 4 days post injury in control versus miR-200a inhibitor electroporated spinal cords relative to the uninjured animals. Genes with a mean count greater than 50 and a Benjamini-Hochberg adjusted p-value less than 0.1 in one or both experiments are shown. Genes with expression changes greater than 2-fold ($\log_2 > 1$ or $\log_2 < -1$) between experiments are colored red or blue for up and down regulated respectively. Labeled points represent a subset of genes involved with reactive gliosis, glial scar formation, ECM, ECM remodeling and axon migration.

Supplementary Figure 4

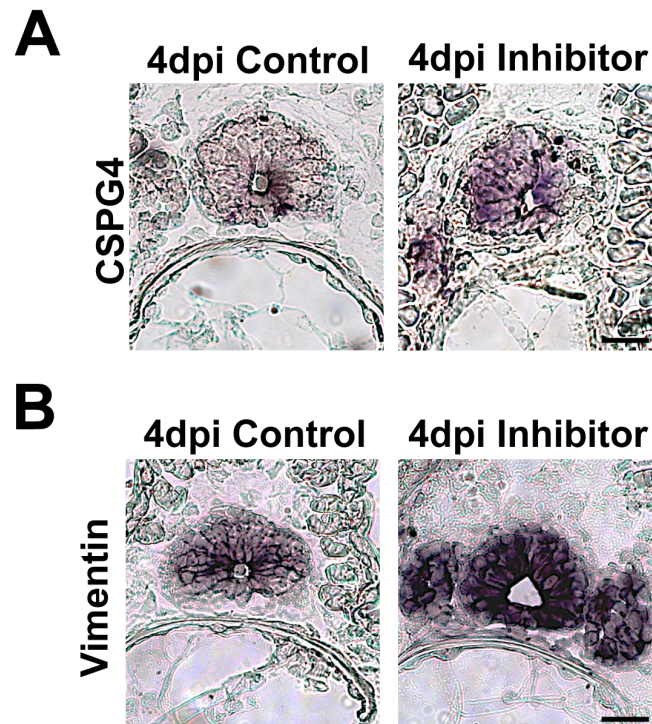

Supplemental Figure 4: In situ hybridization of genes up-regulated in miR-200a inhibitor treated animals. (A) Cross-section of regeneration spinal cord, CSPG levels are increased in when miR-200a is inhibited. (B) Vimentin levels are also increased in glial cells during regeneration when miR-200a is inhibited.

Supplementary Figure 5

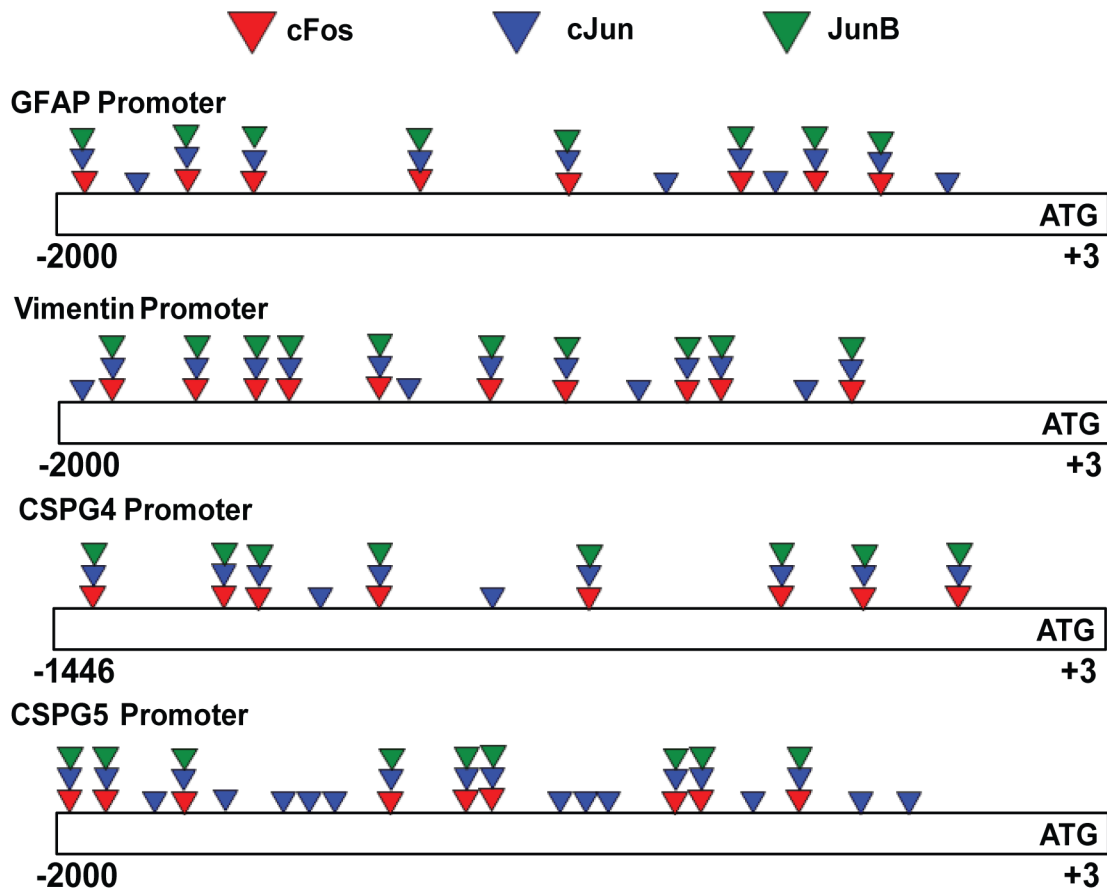

Supplemental Figure 5: Schematic representation of c-Fos, c-Jun and JunB binding motifs in the promoter regions of reactive gliosis and glial scar related genes. Distribution of AP-1 subunit binding motifs in upstream regulatory elements of the axolotl GFAP, Vimentin, CSPG4 and CSPG5 promoters as determined by JASPR. Red triangles represent c-Fos binding motifs, blue triangles represent c-Jun binding motifs and green triangles represent JunB binding motif.

# Supplementary material for: AP-1cFos/JunB/miR-200a regulate the pro-regenerative glial cell response during axolotl spinal cord regeneration
**Source:** Commun Biol. 2019 Mar 6;2:91. doi: 10.1038/s42003-019-0335-4
**Supplement:** Supplementary file 4 — Reporting Summary

Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see [Authors & Referees](#) and the [Editorial Policy Checklist](#).

Statistical parameters

When statistical analyses are reported, confirm that the following items are present in the relevant location (e.g. figure legend, table legend, main text, or Methods section).

n/a Confirmed

- ☐ ☒ The exact sample size (n) for each experimental group/condition, given as a discrete number and unit of measurement
- ☐ ☒ An indication of whether measurements were taken from distinct samples or whether the same sample was measured repeatedly
- ☐ ☒ The statistical test(s) used AND whether they are one- or two-sided
Only common tests should be described solely by name; describe more complex techniques in the Methods section.
- ☐ ☒ A description of all covariates tested
- ☐ ☒ A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons
- ☐ ☒ A full description of the statistics including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals)
- ☐ ☒ For null hypothesis testing, the test statistic (e.g. F , t , r) with confidence intervals, effect sizes, degrees of freedom and P value noted
Give P values as exact values whenever suitable.
- ☒ ☐ For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings
- ☐ ☒ For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes
- ☒ ☐ Estimates of effect sizes (e.g. Cohen's d , Pearson's r), indicating how they were calculated
- ☐ ☒ Clearly defined error bars
State explicitly what error bars represent (e.g. SD, SE, CI)

Our web collection on [statistics for biologists](#) may be useful.

Software and code

Policy information about [availability of computer code](#)

Data collection

Provide a description of all commercial, open source and custom code used to collect the data in this study, specifying the version used OR state that no software was used.

Data analysis

Open source software Fiji was used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors/reviewers upon request. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

The authors declare that all data supporting the findings of this study are available within the article and its Supplementary Information files or from the corresponding author upon reasonable request. The RNA seq data has been deposited in the public GEO database with the accession number GSEXXXXX.

Field-specific reporting

Please select the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/authors/policies/ReportingSummary-flat.pdf](https://www.nature.com/authors/policies/ReportingSummary-flat.pdf)

Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size	These experiments mainly use live salamander animals, a sample size of 10 animals is a general standard in the developmental biology community.
Data exclusions	No data was excluded
Replication	We use a sample size of ten and then replicate the experiment three times to ensure the results are reproducible, when animals of the right genotypes, age/size are available.
Randomization	we take animals for the experiments randomly from clutches of 100 embryos, all animals look the same so have equal chance of being selected for an experiment.
Blinding	Blinding is not necessary for these experiments, there was no behavioral tests involved. The results are clear results .

Reporting for specific materials, systems and methods

Materials & experimental systems

n/a	Involved in the study
☒	☐ Unique biological materials
☐	☒ Antibodies
☐	☒ Eukaryotic cell lines
☒	☐ Palaeontology
☐	☒ Animals and other organisms
☒	☐ Human research participants

Methods

n/a	Involved in the study
☒	☐ ChIP-seq
☒	☐ Flow cytometry
☒	☐ MRI-based neuroimaging

Antibodies

Antibodies used

beta-III tubulin antibody (mouse monoclonal)
Sigma
Clone: 2G10
Cat. No. T8578
Lot: N/A

c-Jun (Rabbit monoclonal)
Cell Signaling Technologies
Clone: 60A8
Cat. No.: 91655
Lot: 9

GFAP (mouse monoclonal)
Millipore
Clone: GA5
Cat. No.: MAB360
Lot: 2898361

NeuN (mouse)
Millipore
Clone: N/A
Cat No: MAB377
Lot: 2654334

c-Fos (Rabbit polyclonal)
 Millipore
 Clone: N/A
 Cat. No.: ABE457
 Lot: 2673548

Validation

c-Fos validation: validation from Millipore website: Evaluated by Western Blot in PMA(TPA) treated HeLa cell lysate.
 NeuN validation from Millipore: Routinely evaluated by immunohistochemistry on brain tissue.

Immunohistochemistry(paraffin) Analysis:

NeuN (cat. # MAB377) staining pattern/morphology in rat cerebellum. Tissue pretreated with Citrate, pH 6.0. This lot of antibody was diluted to 1:100, using IHC-Select® Detection with HRP-DAB. Immunoreactivity is seen as nuclear staining in the neurons in the granular layer. Note that there is no signal detected in the nucleus of Purkinje cells.

Optimal Staining With Citrate Buffer, pH 6.0, Epitope Retrieval: Rat Cerebellum

GFAP: from Millipore website: Routinely evaluated by Western Blot on Mouse brain lysates.

Western Blot Analysis:

1:1000 dilution of this lot detected GFAP on 10 µg of Mouse brain lysates.

C-Jun: no validation information available on company website, validated in lab on cells overexpressing axolotl c-Jun.

Eukaryotic cell lines

Policy information about [cell lines](#)

Cell line source(s)

ATCC, cell lines are B35 (CRL-2754) and HEK cell (CRL 1573)

Authentication

cell lines were tested to express genes associated with those cell lines are indicated by the ATCC

Mycoplasma contamination

all cell lines tested negative for mycoplasma

Commonly misidentified lines (See [ICLAC](#) register)

none of the cell lines used are listed as misidentified

Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

Laboratory animals

Ambystoma mexicanum, white animals were used in all experiments. All experiments were done in accordance with IACUC protocols number No. 1710-35242A at UMN and IACUC protocol 18-49 at the Marine Biological Laboratory

Wild animals

N/A

Field-collected samples

N/A

How the deposited data were processed for this re-analysis (not part of the article)

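RNA sequencing measured transcript levels in axolotl spinal cord in 4 groups of 3 libraries: uninjured, 4 dpi with a control inhibitor, 4 dpi with a miR-200a inhibitor, and uninjured with a miR-200a inhibitor. Groups follow the sample labels. All 12 columns of values were used.

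The authors pooled the reads of all samples for a de novo assembly with Trinity, removed redundant contigs with cd-hit-est, and assigned contigs to Ensembl human proteins by best BLASTX hit. They aligned reads with Bowtie 0.12.1, estimated expected counts with RSEM 1.1.6, summed them per human gene symbol and divided by effective length to give TPM. They tested for differential expression with DESeq2 1.16.1 on the counts, which are not used here. The TPM values analysed here are as the authors deposited them after these steps, with 15091 gene symbols, and no further normalization was found in them: each library sums to 1000000. Depth is unknown, so no counting interval is given. Symbols stored as dates were restored for 25 genes.

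TPM were analysed as log2(TPM + 0.1) with limma 3.58.1 in R 4.3.3. The model had 1 term per group over all 12 libraries (8 residual degrees of freedom), empirical Bayes variances with a trend on mean level, and Benjamini-Hochberg adjustment over the 13824 genes with a mean of at least 1 TPM; 1267 genes fell below that. An adjusted p under 0.05 is called a change. Comparisons were 4 dpi control against uninjured, 4 dpi inhibitor against uninjured, 4 dpi inhibitor against 4 dpi control, and uninjured inhibitor against uninjured. For Supplementary Figure 3, genes at an adjusted p under 0.1 in either or both comparisons with uninjured cords were kept, and the difference between their log2 fold changes was compared with 1. The mean count of that figure could not be applied to TPM. On simulated data with 3 libraries per group and the spread of each gene, the direct comparison recovered 16.4%, 56.7% and 72.7% of added log2 changes of 1, 2 and 3. It called 3 of 13624 unchanged genes. The simulated genes varied independently and no library was shifted as a whole, whereas uninjured replicate 1 lay a median of 0.585 above the others of its group. The simulated rates therefore need not hold for these libraries.

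Gene lists were tested with camera at a preset inter-gene correlation of 0.01, adjusted over the lists, and again with an estimated correlation and with fry. The 30 lists cover the genes of Fig. 6a and of the qRT-PCR, AP-1 subunits, reactive astrocytes, scar proteoglycans, collagens, ECM remodeling, microglia and macrophages, granulocytes, cytokines, neurons, ependymoglia, oligodendrocytes, Schwann cells, skeletal muscle, skin, cartilage and notochord, fibroblasts, endothelium, erythroid cells, cell cycle, axon guidance, synapses and ion channels, cholesterol synthesis, stress and immediate early genes, targets of the miR-200 family, ribosomal proteins and oxidative phosphorylation. Shares of TPM between groups were compared with an exact permutation test, two-sided, which cannot give a p under 0.1 with 3 libraries against 3.

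The tests, the lists, the alternatives and the rule for named genes were chosen before the data were examined. The list tests and the part of the rule that works per comparison were set for the comparisons without the uninjured inhibitor group. They were applied to uninjured inhibitor against uninjured libraries as well. Adjustment over a list alone was not in that plan. The rule takes every gene the paper names for the RNA sequencing or the qRT-PCR and the AP-1 subunits; per comparison the 12 higher and 12 lower genes with the largest log2 fold change among those that passed, with at least 5 TPM in the higher group and no overlap between libraries; and per list up to 4 members with the smallest p and the most abundant member. Where fewer than 12 passed, genes with the smallest p fill the number in the tables, and most of these are not named in the text. When the rule was written, the opening part of the paper's Supplementary Data 1 was open, symbols A to CCDC, and values of A2M, ACTA1, ACTB, ADAM23, AIF1, APOE, BCAN, CCDC166 and CCDC167 had been seen. OCM, KRT79, KRT8 and KRT18 were named after their values were seen. Many genes under the rule are not named in the text, and some of these are not reported here.

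Alternatives were a pseudocount of 1, no filter or a mean of at least 5 TPM, median-of-ratios scaling, quantile normalization, no variance trend, library weights, the replicate number as a block, the skeletal muscle level as a covariate, only the compared groups in the model, leaving out each library, leaving out both libraries numbered 1, other thresholds, and other set tests. Added after the data were seen were the paper's 9 libraries, combinations with median-of-ratios scaling, and the interaction of injury and inhibitor. The qRT-PCR, imaging and reporter experiments of the paper are not analysed here.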

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

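The interaction of injury and inhibitor with the permutation of its residuals, and the tests below of the lower TPM of most genes other than the one across genes against uninjured replicate 1, were chosen only after the results were seen.

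In 4 dpi inhibitor against 4 dpi control libraries the median log2 fold change of all genes was -0.69 (-0.84 to -0.48 with 1 library left out), and in uninjured inhibitor against uninjured libraries, a group whose RNA sequencing libraries the paper does not report on, 8081 genes passed the test, 1021 higher and 7060 lower (2678 and 2459 with median-of-ratios scaling). As the whole cause, the tables argue against the 50 most abundant genes (median -0.547 without them, -0.680 to -0.361 with 1 library left out). They also argue against the libraries numbered 1 as the whole cause (-0.479 without them, -0.560 to -0.392). The bound for both was chosen after the results were seen, and -0.361 lay close to it. A rise spread over more of the abundant genes was not tested by removing 50 and stays open. A lower share of neural tissue stays open: it would raise the genes of other tissues, and the medians of 8 lists of other tissues and cells averaged -0.409 with an SD of 0.584, from -1.15 for endothelium to 0.660 for granulocytes, 7 of them below 0. A property on which libraries of 1 group also differ stays open too: the r of -0.0107 across genes between uninjured replicate 1 minus the other uninjured libraries and the inhibitor effect without control replicate 1 met the bound set in advance against it, but that bound was wrong, since it rests on 1 library and r leaves out a shift common to all genes, and uninjured replicate 1 and control replicate 1 lay a median of 0.585 and 0.533 above the other libraries of their groups. So does shorter or more degraded RNA, because no transcript lengths are in hand: genes of ribosomal proteins, which are short, had a median 1.43 above that of all genes. An effect of the inhibitor, which may act without injury since the median was -0.851 in uninjured inhibitor against uninjured libraries without those numbered 1, cannot be told apart from these.

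Skeletal muscle genes held a mean of 2.82% of TPM and skin genes 0.414% over the 12 libraries, tissues whose specific genes the paper reports as absent. Tissue adhering to some cords would make the genes of a list vary together among libraries of 1 group. After group means were removed, the median pairwise r was 0.649 for muscle, above 100% of 1000 random lists of its size (random median 0.181, 95th percentile 0.338), and 0.501 for skin, above 99.7% (0.179 and 0.365). Both values met the bound set in advance for adhering tissue, skin just over its 0.5. Random lists are a weak comparison, because genes of 1 cell type can vary together for other reasons. The inter-gene correlation estimated by camera was 0.793 for neuron genes, 0.627 for muscle and 0.451 for skin. The test therefore cannot tell adhering muscle or skin from other variation in cell types among the cords. Expression of some of these genes by cells of the cord itself was not tested and stays open.

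The interaction of injury and inhibitor passed in 6 genes (limma; 1130 genes at an unadjusted p under 0.05). Of 100 splits of the 12 libraries into 4 groups 1, the real one, gave as many (highest other 2), but other splits put the effects of injury and of the inhibitor into the residual and so call few genes in any case. When the residuals of a model with both effects and no interaction were permuted instead, 4 of 100 orders gave 6 or more (upper 95% limit of the share 9.93%; highest other 2548), so that chance is not excluded. Injured cords without the miR-200a inhibitor had received a control inhibitor; the titles of 2 of the 3 uninjured libraries without it say control, without saying whether that is a control inhibitor, so that it stays open whether injection and electroporation are part of the effect in uninjured cords. The count was 0 without inhibitor replicate 5 or 6 (672 and 810 at an unadjusted p under 0.05), 2 without control replicate 6 or inhibitor replicate 7, 3 without control replicate 5 and 11 without uninjured inhibitor replicate 6. C1QTNF9 had a term of 10.38 (adjusted p = 0.00754), at 30.7 ± 15.0 TPM uninjured, 0.457 ± 0.627 uninjured with the inhibitor, 1.02 ± 0.870 at 4 dpi with the control and 14.6 ± 5.43 at 4 dpi with the inhibitor. C1QTNF2 had a term of 7.27 (adjusted p = 0.0267; 0.0578 with median-of-ratios scaling), at 58.0 ± 40.8, 5.59 ± 4.09, 2.14 ± 0.815 and 27.1 ± 7.43 TPM in the same order. FNDC7 had a term of 7.76 (adjusted p = 0.0434; 0.0868 with that scaling), at 21.6 ± 26.4, 0.440 ± 0.501, 0.703 ± 0.197 and 5.10 ± 0.508 TPM. IL27 had a term of 5.58 (adjusted p = 0.0132), at 6.96 ± 3.52, listed at 0, 6.97 ± 2.65 and 5.06 ± 0.937 TPM, so that its size depends on the value added before the logarithm. LYZ had a term of -1.97 (adjusted p = 0.00754; 0.198 with median-of-ratios scaling), at 84.98 ± 6.17, 682 ± 59.5, 859 ± 82.2 and 1753 ± 148 TPM. PLBD1 had a term of -3.10 (adjusted p = 0.0105), at 4.14 ± 1.17, 50.0 ± 11.7, 103 ± 24.6 and 142 ± 10.6 TPM.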

How the results depend on the processing

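The paper's 9 libraries, the combinations with median-of-ratios scaling and the interaction of injury and inhibitor were chosen only after the results were seen.

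Depth is unknown, and the spread among 3 libraries sets what could be found. Summaries of comparisons stayed within 1.5 times or 1 SD in 228 alternatives and moved in 110. For named genes, the direction and side of the threshold held in 989 of 1155 alternatives for 4 dpi control against uninjured (113 lost and 50 gained a call), 1425 of 1470 for 4 dpi inhibitor against uninjured (45 lost), 1561 of 2473 for 4 dpi inhibitor against 4 dpi control (715 lost, 146 gained) and 899 of 944 for uninjured inhibitor against uninjured (45 lost). The cause of the changes below was not tested. Named genes whose mean lies under the filter of an alternative have no value in it (ATF3, CSPG4 and T among others at a mean of at least 5 TPM, and SLC6A6 without uninjured replicate 1), and the paper's 9 libraries give none for uninjured inhibitor libraries.

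Counts are genes that passed in limma unless said otherwise, and those of all 12 libraries were 125, 5618, 528 and 8081 for the comparisons, 103 and 2989 for differences over 1 and under -1, 3 and 21 for Fig. 6a, and 20, 16 and 8 lists. With no filter, counts were 321 for 4 dpi inhibitor against 4 dpi control. With a mean of at least 5 TPM, counts were 1347 for 4 dpi inhibitor against 4 dpi control, 6 for passing genes of Fig. 6a. With median-of-ratios scaling, counts were 0 for 4 dpi inhibitor against 4 dpi control (2558 at an unadjusted p under 0.05), 5137 for uninjured inhibitor against uninjured, 1036 for genes with a difference over 1, 386 for genes with a difference under -1, 0 for passing genes of Fig. 6a (20 at an unadjusted p under 0.05). With quantile normalization, counts were 204 for 4 dpi control against uninjured, 0 for 4 dpi inhibitor against 4 dpi control (2510 at an unadjusted p under 0.05), 3631 for uninjured inhibitor against uninjured, 660 for genes with a difference over 1, 453 for genes with a difference under -1, 0 for passing genes of Fig. 6a (15 at an unadjusted p under 0.05). With no variance trend, counts were 0 for 4 dpi inhibitor against 4 dpi control (4566 at an unadjusted p under 0.05), 0 for passing genes of Fig. 6a (18 at an unadjusted p under 0.05). With library weights, counts were 4984 for 4 dpi control against uninjured, 8727 for 4 dpi inhibitor against uninjured, 10012 for 4 dpi inhibitor against 4 dpi control, 278 for genes with a difference over 1, 27 for passing genes of Fig. 6a. With the replicate number as a block, counts were 741 for 4 dpi control against uninjured, 1160 for genes with a difference under -1, 5 for passing genes of Fig. 6a. With the muscle level as a covariate, counts were 4 for 4 dpi inhibitor against 4 dpi control, 5339 for uninjured inhibitor against uninjured, 180 for genes with a difference over 1, 0 for passing genes of Fig. 6a (21 at an unadjusted p under 0.05), 16 for lists, inhibitor against control. With both libraries numbered 1 left out, counts were 291 for 4 dpi control against uninjured, 9 for 4 dpi inhibitor against 4 dpi control, 1148 for genes with a difference under -1. With only the compared groups in the model, counts were 15 for 4 dpi control against uninjured, 3483 for 4 dpi inhibitor against 4 dpi control, 20 for passing genes of Fig. 6a. With an adjusted p under 0.1, counts were 205 for 4 dpi control against uninjured, 2978 for 4 dpi inhibitor against 4 dpi control. With an estimated correlation (camera), counts were 2 for lists, control against uninjured, 2 for lists, inhibitor against uninjured, 2 for lists, inhibitor against control. With fry, counts were 2 for lists, control against uninjured, 4 for lists, inhibitor against uninjured, 1 for lists, inhibitor against control. With the paper's 9 libraries, counts were 0 for 4 dpi inhibitor against 4 dpi control (4242 at an unadjusted p under 0.05), 0 for passing genes of Fig. 6a (19 at an unadjusted p under 0.05). With the paper's 9 libraries and median-of-ratios scaling, counts were 3495 for 4 dpi inhibitor against uninjured, 1 for 4 dpi inhibitor against 4 dpi control, 1176 for genes with a difference over 1, 321 for genes with a difference under -1, 0 for passing genes of Fig. 6a (17 at an unadjusted p under 0.05). With median-of-ratios scaling and both libraries numbered 1 left out, counts were 262 for 4 dpi control against uninjured, 3724 for 4 dpi inhibitor against uninjured, 15 for 4 dpi inhibitor against 4 dpi control, 4449 for uninjured inhibitor against uninjured, 379 for genes with a difference over 1, 190 for genes with a difference under -1, 13 for Fig. 6a genes past 1. With median-of-ratios scaling and the replicate number as a block, counts were 580 for 4 dpi control against uninjured, 2658 for 4 dpi inhibitor against uninjured, 235 for 4 dpi inhibitor against 4 dpi control, 2071 for uninjured inhibitor against uninjured, 425 for genes with a difference over 1, 234 for genes with a difference under -1. The muscle and skin shares were 0.0435% and 0.00176% as a median over members.

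Leaving out 1 library at a time gave 77 to 283 for 4 dpi control against uninjured, 0 to 2875 for 4 dpi inhibitor against 4 dpi control, 1281 to 4098 for genes with a difference under -1, 0 to 15 for passing genes of Fig. 6a, 78 to 170 for genes with a difference over 1, 5 to 10 for lists, inhibitor against control, 0.684 to 0.847 for the r of the injury responses, 2870 to 6484 for 4 dpi inhibitor against uninjured, 13 to 21 for lists, control against uninjured, 0 to 11 for the interaction.

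Some log2 fold changes turned sign. In 4 dpi inhibitor against 4 dpi control libraries, where all were negative, they became positive: with median-of-ratios scaling TNFAIP2 0.14, VIM 0.31, CSPG4 0.099, FOSL1 0.41, FOSL2 0.21, JUN 0.036, JUNB 0.48, JUND 0.29, ATF3 0.25; with quantile normalization TNFAIP2 0.16, CSPG4 0.28, FOSL1 0.55, FOSL2 0.26, JUNB 0.012, JUND 0.20, ATF3 0.37; with the muscle level as a covariate TNFAIP2 0.17, FOSL1 0.60, FOSL2 0.30, JUNB 0.58, ATF3 0.046; with both libraries numbered 1 left out JUNB 0.059; without 4 dpi control replicate 1 JUNB 0.059; without 4 dpi inhibitor replicate 5 FOSL1 0.30, JUNB 0.18; with the paper's 9 libraries and median-of-ratios scaling TNFAIP2 0.20, VIM 0.37, CSPG4 0.16, FOSL1 0.48, FOSL2 0.27, JUN 0.099, JUNB 0.54, JUND 0.36, ATF3 0.31; with median-of-ratios scaling and both libraries numbered 1 left out ITGAD 0.16, TNFAIP2 0.16, VIM 0.28, CSPG4 0.058, FOSL1 0.0040, FOSL2 0.17, JUN 0.089, JUNB 0.51, JUND 0.38, ATF3 0.13; with median-of-ratios scaling and the replicate number as a block CLSTN1 0.072, VIM 0.16, CSPG4 0.061, FOSL2 0.40, JUN 0.052, JUNB 0.24, JUND 0.27. STMN2 in 4 dpi control against uninjured became 0.061 with both libraries numbered 1 left out, 0.24 without uninjured replicate 1, 0.099 with median-of-ratios scaling and both libraries numbered 1 left out. With 1 library left out, log2 fold changes ran from -0.85 to 0.30 for FOSL1, -0.38 to 0.18 for JUNB and, in 4 dpi control against uninjured, -0.93 to 0.24 for STMN2. Each positive value had an adjusted p of 0.514 or more.

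The residuals do not settle whether the library numbers pair the samples. Of 11 pairs of libraries with the same number in different groups 3 had residuals correlated above 0.1 (median 0.0130, -0.307 to 0.507). Of 43 pairs with different numbers 16 did (median 0.0221, -0.408 to 0.387). The highest value, 0.507, was that of both libraries numbered 1, a number that the inhibitor groups lack. With the number as a block 741 genes passed for 4 dpi control against uninjured. Whether the numbers mark a pairing or a batch stays open, and so does the reading of genes lost under the block.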

Differences from the paper's values

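The paper reports 462 genes with a difference over 1 between the log2 fold changes of the 4 dpi inhibitor and 4 dpi control cords, and 103 were found here. The paper reports 153 genes with a difference under -1, and 2989 were found here. The paper's text selects genes at a fold change over 2 and a p of 0.05 or less, and Supplementary Figure 3 at a mean count over 50 and an adjusted p under 0.1. The numbers of genes here use that adjusted p and a mean of at least 1 TPM in place of the count. The paper tested read counts with DESeq2, whereas limma on TPM without further scaling was used here. With differences taken relative to the median of all genes, which was not among the alternatives set in advance, 1051 and 397 genes were found. At the thresholds of the text, with its p read as adjusted, 86 and 2520 genes were found, and with its p read as unadjusted 111 and 2930. Of the 24 alternatives set before the data were examined, 1, quantile normalization with 660 genes, came within 1.5 times of the paper's 462, and 0 came within 1.5 times of its 153 (453 with quantile normalization and 386 with median-of-ratios scaling). Chosen after seeing the values, median-of-ratios scaling without both libraries numbered 1 gave 379 and 190, both within 1.5 times of the paper's, and left 13 of the 28 genes of Fig. 6a past 1 in the figure's direction: it drops 13 of the 21 that were past 1 from TPM as given and adds 5, and drops 11 of the 24 that were with median-of-ratios scaling alone. Also chosen after seeing the values, median-of-ratios scaling with the replicate number as a block gave 425 and 234, the first within 1.5 times, and drops 12 of the 21 and adds 5. The paper's 9 libraries gave 98 and 3022, and with median-of-ratios scaling 1176 and 321.

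The paper states that its RNA sequencing held no genes specific to muscle or skin. In the values analysed here, 15 of 37 skeletal muscle genes were at 100 TPM or more in every library, with MYLPF at a mean of 4638 TPM, and so were 2 skin genes, KRT5 and KRT4, at means of 448 and 376 TPM.

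The paper shows the genes of Fig. 6a as changed with the miR-200a inhibitor. All 28 had the direction of the figure here, 21 by more than 1, and CLEC3A, MMP2 and LOXL1 passed the test. The study chose these genes on the same libraries, so that the match in direction is not independent evidence. Of all genes tested 82.65% were below 0 in this comparison. More of the 28 genes and TNFAIP2 passed with library weights (27), with the compared groups alone in the model (20), without uninjured replicate 1 (15), without control replicate 5 or the unnumbered uninjured library (8 each), with a mean of at least 5 TPM (6), with the replicate number as a block (5) and with a pseudocount of 1 (4). LGALS1 passed without uninjured replicate 5, and PRG2 without both libraries numbered 1. The paper names TNFAIP2 in its text and shows TNFAIP8 in Fig. 6a; TNFAIP2 was at -0.50 and TNFAIP8 at 0.61 here, and neither passed.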

Other observations

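The tests in this part were set before the results were seen, with these exceptions. The split of libraries for the interaction is given with that result. List tests had been planned only for the comparisons without the uninjured inhibitor group, and those of uninjured inhibitor against uninjured libraries were not in the plan. Adjustment over a list alone, and an estimated correlation together with median-of-ratios scaling, were not in it either.

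Uninjured cords that received the miR-200a inhibitor held more myeloid transcripts than uninjured cords that did not; the titles of 2 of the 3 latter libraries say control, without saying whether that is a control inhibitor. LYZ rose from 84.98 ± 6.17 to 682 ± 59.5 TPM (SD, n = 3 libraries each), TYROBP from 7.49 ± 2.89 to 36.9 ± 5.09 TPM, CYBB by 1.83 on the log2 scale and PRG2, listed at 0 in 2 of 3 uninjured libraries, by 6.34. Of 11 granulocyte genes 3 rose and 0 fell (3 rose when adjusted over the list alone, 5 with median-of-ratios scaling). Their camera adjusted p was 6.16e-06, and 0.0249 with an estimated correlation, or 0.438 with both that and median-of-ratios scaling. Of 29 microglia and macrophage genes 10 rose and 3 fell (10 and 3 when adjusted over the list alone, 19 and 0 with median-of-ratios scaling; camera, adjusted p = 3.60e-10, and adjusted p = 0.281 with an estimated correlation). LGALS1 rose from 204 ± 127 to 1852 ± 205 TPM, the globin gene HBD from 9.12 ± 11.3 to 189 ± 80.7 TPM and CDK1 from 62.4 ± 16.6 to 243 ± 34.2 TPM, while TOP2A, the topoisomerase of dividing cells, fell from 32.7 ± 12.5 to 2.13 ± 1.53 TPM. Ribosomal protein genes rose in 67 of 79 cases and fell in 4 (71 and 1 with median-of-ratios scaling; adjusted p = 6.00e-55, and adjusted p = 0.153 with an estimated correlation), and oxidative phosphorylation genes rose in 59 of 82 and fell in 7 (61 and 7 when adjusted over the list alone, 72 and 2 with median-of-ratios scaling; adjusted p = 5.22e-42, and adjusted p = 0.126 with an estimated correlation), among them ATP5I, from 2896 ± 540 to 8247 ± 543 TPM.

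Genes of epithelium and of axon guidance were lower in the same comparison, in which 7060 of all 13824 genes tested fell (limma). Of 34 skin genes 26 fell and 0 rose (27 fell when adjusted over the list alone, 12 with median-of-ratios scaling; camera, adjusted p = 0.00810, and adjusted p = 0.922 with an estimated correlation), with KRT19 from 1196 ± 397 to 178.5 ± 103 TPM and the junction protein JUP from 253 ± 61.2 to 28.6 ± 11.3 TPM. Of 45 axon guidance genes 37 fell and 0 rose (41 fell when adjusted over the list alone, 14 with median-of-ratios scaling; adjusted p = 0.00810, and adjusted p = 0.922 with an estimated correlation), with SLIT3 at -2.37. Neuron genes fell in 22 of 32 cases and rose in 1 (14 and 1 with median-of-ratios scaling), ependymoglial genes fell in 16 of 21 (4 with that scaling, where 1 rose), with SOX2 from 116 ± 101 to 22.2 ± 4.47 TPM, and Schwann cell genes fell in 6 of 7 (2 with that scaling), lists whose camera adjusted p were 0.163, 0.163 and 0.174. GFAP was at 412 ± 201 TPM (-1.43, adjusted p = 0.0358) and did not pass with median-of-ratios scaling (adjusted p = 0.413), nor without uninjured replicate 1 (0.159) or 5 (0.0703) or uninjured inhibitor replicate 5 (0.0950) or 6 (0.111). Of the 10 listed targets of the miR-200 family 6 fell and 0 rose (1 fell with median-of-ratios scaling; camera, adjusted p = 0.318).

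The genes that the paper measured by qRT-PCR, without saying whether on the same samples, had these values in the 4 dpi inhibitor against 4 dpi control libraries. VIM was at 449 ± 78.8 and 567 ± 123 TPM (-0.33, adjusted p = 0.372; 0.31 with median-of-ratios scaling), where the paper's qRT-PCR shows higher levels with the inhibitor. CSPG4 was at 2.84 ± 0.139 and 4.16 ± 0.780 TPM (-0.52, adjusted p = 0.269, and 0.10 with median-of-ratios scaling), also higher in the paper's qRT-PCR. The paper's in situ hybridization also shows more VIM and CSPG4 in glial cells of animals given the inhibitor. GFAP fell to 106 ± 25.1 from 520 ± 271 TPM (adjusted p = 0.0491), which held with only 4 of the 12 libraries left out in turn (adjusted p up to 0.210, without inhibitor replicate 7), and was slightly higher in the paper's qRT-PCR. CSPG5 was at -1.76 (adjusted p = 0.0915), lower in the paper's qRT-PCR too, and COL4A1 at -1.20 (adjusted p = 0.132), with no significant change in the paper's. The study's AP-1 genes were at 1.52 for FOS (adjusted p = 0.234), -0.60 for JUN (adjusted p = 0.225) and -0.16 for JUNB (adjusted p = 0.864; 0.48 with median-of-ratios scaling). The paper's qRT-PCR shows higher c-Jun with the inhibitor at 3 days post injury and without injury, and its staining more GFAP+ cells with c-Jun protein. The libraries hold all cells of the cord and do not bear on GFAP+ cells alone. JUN was at 21.4, 33.8 and 27.1 TPM in uninjured inhibitor and 70.8, 32.9 and 63.0 TPM in uninjured libraries, where the median log2 fold change of all genes was -1.10.

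Whether the inhibitor changes the same genes with and without injury was tested by correlating its effects across genes, which are not independent replicates. Pearson's r was 0.599 (0.600 with median-of-ratios scaling, 0.420 without both libraries numbered 1), within the central 95% of 100 draws simulated with unchanged groups (-0.714 to 0.622, median 0.0173), so that the test leaves it open. Of genes that passed, 81 were higher in both where 6.43 would be if the calls were independent, and 419 were lower in both where 225 would be.

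With 3 libraries against 3 there are 10 splits, too few for a share under 0.05. Splits that mix the 2 groups also put any difference between them into the residual, so that they tend to call few genes in any case. For 4 dpi control against uninjured the real split gave 125 genes and the highest other 81, so that 1 of 10 gave as many; for lists these were 20 and 20 (2 of 10). For 4 dpi inhibitor against uninjured they were 5618 and 0 genes (1 of 10) and 16 and 20 lists (4 of 10). For 4 dpi inhibitor against 4 dpi control they were 528 and 1 genes (1 of 10), 8 and 16 lists (8 of 10; 2 of the 8 are the lists of Fig. 6a, chosen on these libraries) and 3 and 0 genes of Fig. 6a (1 of 10). For uninjured inhibitor against uninjured they were 8081 and 1 genes (1 of 10). Of 100 splits of the 9 libraries into 3 groups, 14 gave at least 103 genes with a difference over 1, up to 3167 in the others, so that chance is not excluded for that count, and the high counts of other splits point to a structure of the samples. At least 2989 genes with a difference under -1 came from 2 of 100 (upper 95% limit of the share 7.04%), with 3236 the highest of the others. Splits that mix the groups put the effects of injury and of the inhibitor into the residual, which by itself lowers the number of genes selected. Chance is therefore not excluded for that count either, nor is the structure of the samples that other splits show. The count was 1281 without control replicate 1.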
